# The nuclear factor ID3 endows macrophages with a potent anti-tumour activity

**DOI:** 10.1038/s41586-023-06950-4

**Published:** 2024-02-07

**Authors:** Zihou Deng, Pierre-Louis Loyher, Tomi Lazarov, Li Li, Zeyang Shen, Bhavneet Bhinder, Hairu Yang, Yi Zhong, Araitz Alberdi, Joan Massague, Joseph C. Sun, Robert Benezra, Christopher K. Glass, Olivier Elemento, Christine A. Iacobuzio-Donahue, Frederic Geissmann

**Keywords:** Tumour immunology, Tumour immunology

## Abstract

Macrophage activation is controlled by a balance between activating and inhibitory receptors^1–7^, which protect normal tissues from excessive damage during infection^8,9^ but promote tumour growth and metastasis in cancer^7,10^. Here we report that the Kupffer cell lineage-determining factor *ID3* controls this balance and selectively endows Kupffer cells with the ability to phagocytose live tumour cells and orchestrate the recruitment, proliferation and activation of natural killer and CD8 T lymphoid effector cells in the liver to restrict the growth of a variety of tumours. ID3 shifts the macrophage inhibitory/activating receptor balance to promote the phagocytic and lymphoid response, at least in part by buffering the binding of the transcription factors ELK1 and E2A at the *SIRPA* locus. Furthermore, loss- and gain-of-function experiments demonstrate that ID3 is sufficient to confer this potent anti-tumour activity to mouse bone-marrow-derived macrophages and human induced pluripotent stem-cell-derived macrophages. Expression of ID3 is therefore necessary and sufficient to endow macrophages with the ability to form an efficient anti-tumour niche, which could be harnessed for cell therapy in cancer.

## Abstract (web summary)

The Kupffer cell lineage-determining factor *ID3* selectively endows macrophages with the ability to phagocytose live tumour cells and orchestrate the recruitment, proliferation and activation of natural killer and CD8^+^ T lymphoid effector cells to restrict the growth of a variety of tumours.

## Main

Molecular understanding of mechanisms that control the growth of tumour cells within target tissues helps in the identification of therapeutic targets and strategies^7,10–14^. Macrophages are an important component of these niches^15–17^, and can recognize, bind to and phagocytose tumour cells^2,17–19^, but frequently fail to do so and can even support tumour growth and dissemination^15,16^.

Macrophage activation is tightly controlled by a balance of activating and inhibitory receptors, which protect normal tissues^4,6,8,9,20^ but allow tumoural cells to escape^7,10,14^. Binding of the tyrosine-based inhibitory motif (ITIM)-containing inhibitory receptors signal regulatory protein-α (SIRPA)^3^ or sialic-acid-binding Ig-like lectin 10 (SIGLEC10)^7^ to their respective ligands CD47 and CD24 on tumour cells prevents activating receptors such as dectin-1^1^, dectin-2^21^ and the calreticulin receptor LRP1, which bind to glycoproteins on tumoural cells^2,18^, from initiating macrophage activation^4,5,7^. The importance of this mechanism is underscored by the promising results of targeting the SIRPA–CD47 axis for cancer treatment^10,22,23^.

Resident macrophages from different tissues express sets of lineage-determining factors (LDFs) that are important for their embryonic development and the establishment and maintenance of tissue-specific transcriptional programs^24–26^. This suggests that the expression of LDFs may endow macrophages from distinct anatomical niches with specific functions. In the context of cancer, tissue-specific LDF expression by macrophages could therefore contribute to variations in the local resistance to tumour growth. The liver filters venous blood from the gastrointestinal tract, carrying microbial products^27^ and metastatic cells from colorectal and pancreatic cancer^28^, and is therefore a major site for tumour haematogenous dissemination. Notably, a number of studies suggest that, in contrast to other organs, macrophages in the liver represent a robust innate immune barrier against tumour progression^17,21,29^, yet the underlying mechanisms remain poorly understood. The identification of such mechanisms is of general interest to both basic and clinical tumour immunology, as they could be harnessed for the purpose of cellular therapies in cancer.

Kupffer cells (KCs), the resident macrophages of the liver, are highly phagocytic and are a good candidate to mediate resistance to metastasis^17,21,29^. Here we took advantage of genetic tools for the selective targeting of KCs and of human induced pluripotent stem (hiPS) cell macrophages to investigate the role of KCs and the KC-specific LDF ID3 in cancer. We report that ID3 expression by KCs endows them with the ability to orchestrate a potent anti-tumour response by establishing a peritumoural phagocytic and activated lymphoid effector niche. Furthermore, we show that ectopic expression of ID3 in mouse bone-marrow-derived macrophages (BMDMs) and human hiPS cell-derived macrophages (hiPSC-Macs) is sufficient to endow them with the ability to orchestrate this vigorous phagocytic and lymphoid anti-tumoural activity in a variety of tumour models in vitro and in vivo. Mechanistically, we demonstrate that ID3 shifts the macrophage inhibitory/activating receptor balance at least in part by buffering the binding of the transcription factors ELK1 and E2A at the *Sirpa* locus under steady-state and inflammatory conditions, lowering SIRPA expression and, therefore, enabling the formation of a potent anti-tumour immune niche.

## KCs restrict tumour growth

Depletion of macrophages in C57BL/6 mice with the CSF1R inhibitor PLX5622 increased liver engraftment of the pancreatic adenocarcinoma cell lines KPC-1 (*P48*^*cre*^, *Kras*^LSL-^^*G12D*^, *Trp53*^LSL-^^*R172H*^), Pan02, the melanoma cell line B16F10 and Lewis lung carcinoma LLC1 in comparison to control untreated mice (Extended Data Fig. 1a,b), consistent with the proposed anti-tumour role of liver macrophages^17,19,21,29^. We therefore performed an analysis in genetic models of macrophage-deficient mice of the roles of liver macrophage subsets in long-term syngeneic pancreatic adenocarcinoma models. After 8 weeks, littermate control mice developed large pancreatic and splenic tumours, and around half of the mice developed detectable liver and lung metastases (59 ± 3% and 52 ± 7%) (Fig. 1a–e and Supplementary Data 1). The same tumoural phenotype was observed in *Flt3*^*cre*^*Csf1r*^*f/f*^ (Fig. 1a) and *Ccr2*^*−/−*^ mice (Fig. 1b), which carry a normal number of TIM4^+^ KCs (Extended Data Fig. 1c,d) but are deficient in CSF1R-dependent BMDMs and monocyte-derived macrophages, respectively^30,31^.

**Fig. 1:**
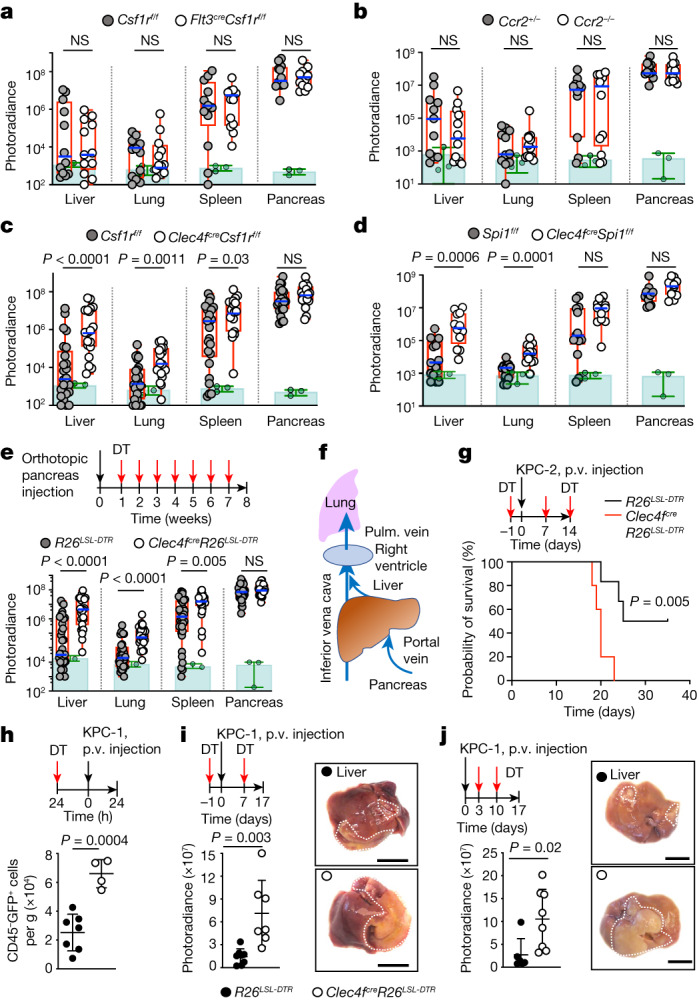
KCs restrict tumour cell engraftment and metastasis. **a**–**e**, Bioluminescence analysis of the tumour burden in the liver, lungs, spleen and pancreas of the indicated mice 8 weeks after orthotopic pancreas injection of 2 × 10^5^ KPC-2*-*luciferase (KPC-2-luci) cells: *Flt3*^*cre*^*Csf1r*^*f/f*^ mice (*n* = 12) and control *Csf1r*^*f/f*^ littermates (*n* = 12) (**a**); *Ccr2*^−/−^ mice (*n* = 12) and *Ccr2*^*+/−*^ littermates (*n* = 11) (**b**); *Clec4f*^*cre*^*Csf1r*^*f/f*^ mice (*n* = 19) and *Csf1r*^*f/f*^ littermates (*n* = 25) (**c**); and *Clec4f*^*cre*^*Spi1*^*f/f*^ mice (*n* = 12) and *Spi1*^*f/f*^ littermates (*n* = 13) (**d**). *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice (*n* = 26) and *R26*^*LSL-DTR*^ littermates (*n* = 33) (**e**) received weekly intraperitoneal injection of DT (Methods) from week 1 to 7. The circles represent individual mice, boxes represent the 25–75% confidence intervals and the whiskers indicate the extreme values. The blue lines indicate the median. The green histograms represent the background bioluminescence imaging signal from wild-type C57BL/6J mice that did not receive tumours (*n* = 3 mice per group). Results are from at least three independent experiments per genotype. Statistical analysis was performed using two-tailed Mann–Whitney *U*-tests; *P* < 0.05 was considered to be significant. **f**, Schematic of pancreas venous drainage. Pulm., pulmonary. **g**, *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice (*n* = 5) and *R26*^*LSL-DTR*^ littermates (*n* = 6) received intraportal injection of 3 × 10^5^ KPC-2-luci cells (day 0 (D0)) and DT injections (D−1, D7 and D14). Survival was analysed using log-rank (Mantel–Cox) tests. p.v., portal vein. **h**, *Clec4f*^*cre*^*R26*^*LSL-DTR*^ (*n* = 7) and *R26*^*LSL-DT*R^ control (*n* = 4) mice received DT injection 24 h before intraportal injection of 1 × 10^6^ KPC-1-luci-GFP cells. The numbers of CD45^−^GFP^+^ tumour cells per g of liver were analysed 24 h later using flow cytometry. **i**, *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice (*n* = 7) and *R26*^*LSL-DTR*^ littermates (*n* = 8) received 1 × 10^6^ KPC-1-luci cells (D0) and DT injections (D−1 and D7), and the livers were analysed at D14 by bioluminescence imaging. Representative liver micrographs are shown on the right. **j**, Bioluminescence imaging analysis as described in **i**, with DT injections at D3 and D10 (*n* = 8 and 6). The circles represent individual mice. Data are mean ± s.d. Statistical analysis was performed using two-tailed unpaired *t*-tests; *P* *<* 0.05 was considered to be significant. For **i** and **j**, scale bars, 1 cm. Source Data

By contrast, specific targeting of KCs (Extended Data Fig. 1e–g) in *Clec4f*^*cre*^*Csf1r*^*f/f*^ (Fig. 1c and Extended Data Fig. 1h) or *Clec4f*^*cre*^*Spi1*^*f/f*^ (Fig. 1d and Extended Data Fig. 1i) mice, or the inducible depletion of KCs after diphtheria toxin (DT) administration to tumour-bearing *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice^25^ (Fig. 1e and Extended Data Fig. 1j,k) resulted in the development of larger liver, lung and (less reproducibly) spleen metastases in all mice (100% (liver and lung) and 95% ± 7 (spleen)), while the size of pancreatic tumours was unchanged in comparison to *cre*-negative littermate controls (Fig. 1c–e and Supplementary Data 1). As lung macrophages do not express *Clec4f* (Extended Data Fig. 1f) and are not depleted in *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice treated with DT (Extended Data Fig. 1j), the increase in lung metastases in KC-deficient mice is probably a consequence of the higher tumour burden in the liver, as the hepatic veins drain into the lung through the right ventricle of the heart (Fig. 1f). Moreover, survival experiments after intraportal injection of KPC cells showed that *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice treated with DT have a reduced survival in comparison to *cre*-negative littermate controls (Fig. 1g). KC depletion in *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice also increased the number of tumour cells present in the liver 24 h after portal-vein injection of KPC cells by more than threefold (Fig. 1h). Moreover, KC depletion before, as well as 3 days after, tumour injection increased the tumour burden in the liver after 2 weeks by greater than fivefold (Fig. 1i,j). Finally, flow cytometry analysis showed that a subset of tumour cells coexpressing CD47^bright^ and markers previously associated with metastatic potential such as CD9 and CD133^32,33^ (Extended Data Fig. 1l) and endowed with metastatic potential in vivo and in vitro (Extended Data Fig. 1m) is increased by around tenfold in the liver of KC-deficient *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice in comparison to in their littermate controls (Extended Data Fig. 1n). These data indicate that KCs, in contrast to BMDMs, represent a potent barrier to the liver engraftment of tumour cells circulating in the portal vein, and exert a strong and long-lasting inhibitory effect on their subsequent growth in the liver and the lungs.

## KCs nucleate a peritumoural niche

TIM4^+^CLEC4F^+^ KCs were always located outside and around the liver tumour nodules in an endogenous tumour model with spontaneous metastases (KPC mice) (Fig. 2a), as well as in the orthotopic graft model (Extended Data Fig. 2a), and in short-term models after intraportal injection of five different carcinoma and melanoma cell lines (Extended Data Fig. 2b–g). An analysis of CD45.1–CD45.2 parabionts in which the CD45.2 partner received intraportal injection of KPC cells confirmed the location of TIM4^+^ KCs around the metastatic nodules (Fig. 2b). Although parabiosis experiments underestimate the contribution of blood-circulating cells to tissues, our results also showed that the contribution of partner-derived cells to TIM4^+^ KCs was below 0.5%, compared with around a 25% contribution of partner-derived cells to CD45^+^TIM4^−^ cells (Fig. 2b and Extended Data Fig. 2h–j), suggesting that up to 99% TIM4^+^ KCs remain host derived (CD45.2^+^) in the tumour-bearing liver, whether they belong to the main KC CD206^+^ subset or the smaller CD206^bright^ subset^34–36^ (Extended Data Fig. 2h–j). By contrast, partner-derived F4/80^+^TIM4^−^ macrophages accumulated within the metastatic nodules (Fig. 2b). Furthermore, genetic labelling of bone-marrow-derived cells from tumour-free and tumour-bearing mice using three genetic models (*Cx3cr1*^*gfp*^ mice, *Cxcr4*^*gfp*^ mice and *Cxcr4*^*creERT2*^*R26*^*LSL-tdT*^ mice pulsed with 4-hydroxytamoxifen at 6 weeks of age), confirmed that most TIM4^+^ cells (KCs) from both CD206^+^ and CD206^bright^ subsets are not labelled (Extended Data Fig. 2k–o).

**Fig. 2:**
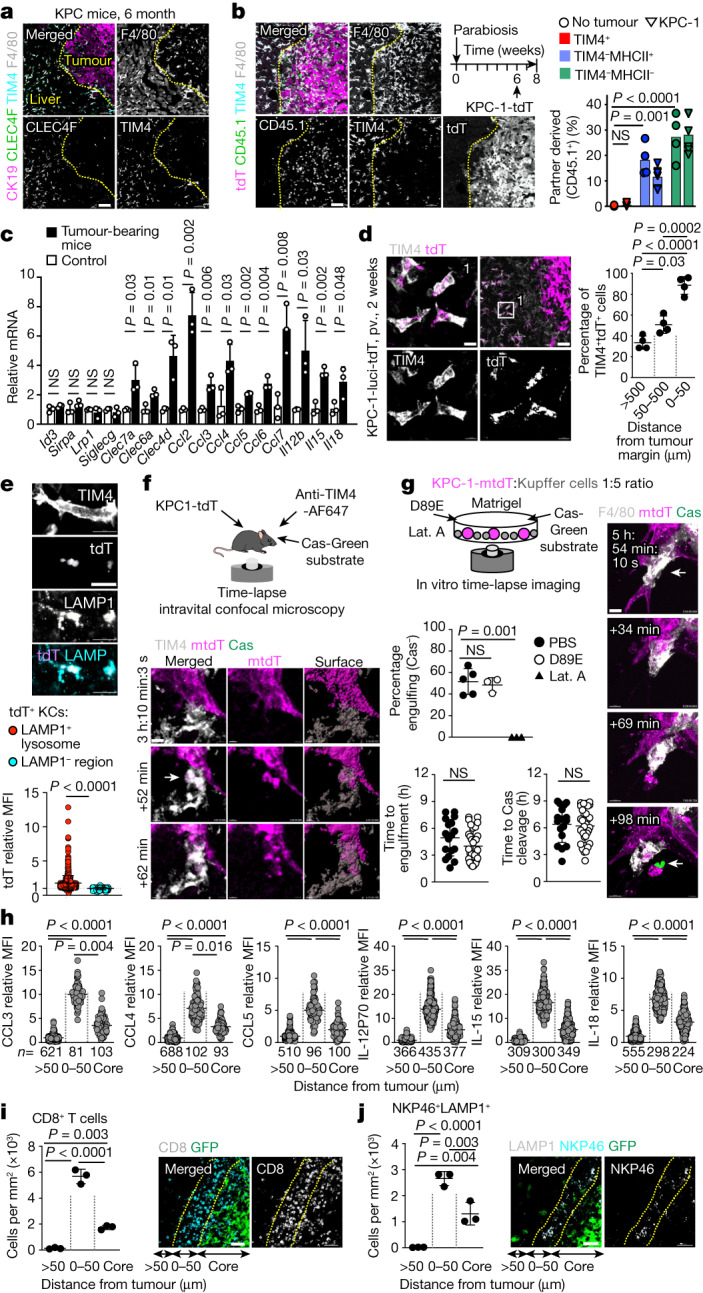
Peritumoural niche. **a**, Immunofluorescence staining of F4/80, TIM4, CLEC4F and CK19 on liver sections from 6-month-old KPC mice. *n* = 3 independent experiments. **b**, Immunofluorescence (left) and flow cytometry (right) analysis of CD45.1^+^ macrophages in the livers of the CD45.2 partners from CD45.1–CD45.2 parabiotic pairs, 2 weeks after intraportal injection of 1 × 10^6^ KPC*-*1*-*tdT cells in the CD45.2 partner (*n* = 5), or without tumour injection (*n* = 4). For **a** and **b**, scale bars, 50 μm. **c**, Analysis using quantitative PCR with reverse transcription (RT–qPCR) of the indicated genes in KCs, 2 weeks after intraportal injection of 1 × 10^6^ KPC*-*1*-*tdT cells or in control mice. *n* = 3 mice per group. **d**, Immunofluorescence staining and the percentage of TIM4^+^ KCs containing tdT in mice from **c**. *n* = 4. Scale bars, 10 μm (left) and 50 μm (right). **e**, tdT expression in LAMP1^+^ (*n* = 713) and LAMP1^−^ (*n* = 237) areas in KCs from **c**. For **e**–**g**, scale bars, 10 μm. **f**, Engulfment of KPC-1-tdT cells by KCs in vivo was analysed using intravital imaging. KCs and dying cells were labelled by i.v. injection of F4/80-AF647 antibodies and Cas-Green, respectively. The arrow indicates engulfing KCs. *n* = 3. **g**, In vitro analysis of KPC-1 engulfment by KCs in the presence of PBS control (*n* = 5 experiments), phosphatidylserine blockade (MFG-E8(D89E); *n* = 3) or actin inhibitor (latrunculin A (lat. A); *n* = 3). KCs and dying cells are labelled as in **f**. The open arrow shows engulfing KCs. The closed arrow shows caspase-3/7 cleavage. The plots show the percentage of KCs engulfing Cas-Green^−^ KPC-1-tdT cells, and the time from stable interaction between individual KCs (*n* = 17 (PBS) and *n* = 31 (MFG-E8(D89E))) and tumour cells to engulfment and caspase-3/7 cleavage. **h**, Expression of chemokines and cytokines by TIM4^+^ KCs (*n* values are shown) in tumour core and peritumoural liver (0–50 μm from tumour and >50 μm from tumour) 2 weeks after injection of 1 × 10^6^ KPC*-*1*-*GFP cells. **i**,**j**, representative staining and the number of CD8^+^ T cells (**i**) and LAMP1^+^NKP46^+^ cells (**j**) in the liver from **h**. *n* = 3 mice. For **i** and **j**, scale bars, 50 μm. Statistical analysis was performed using one-way analysis of variance (ANOVA) (**b**, **d**, **g**, **i** and **j**), two-tailed Mann–Whitney *U*-tests (**e**), Kruskal–Wallis tests (**h**) and unpaired two-tailed *t*-tests (**c** and **g**). Data are mean ± s.d. NS, not significant. Source Data

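KCs were sorted from tumour-free livers and from livers 2 weeks after intraportal injection of tumour cells. The main KCs were TIM4+CD206+ and the minor KCs TIM4+CD206 high, with 3 samples of each in each condition. For each sample 80000 KCs were sorted, and their RNA was amplified as cDNA before sequencing. The deposited values have the features of counts on genes that were normalized across the 6 samples of each KC subset and moved to a log2 scale by regularized log transformation. This transformation draws the values of genes with few reads towards their mean. Differences between groups are therefore smaller than in the counts, and they are given below as log2 fold changes on this scale. Per log2 unit of the fragments that Supplementary Data 2 gives for the TIM4+CD206+ KCs, the deposited values differed between samples by 0.69 for genes with a mean of at least 500 fragments and by 0.14 for genes with 10 to 50. The estimated depth was 34800000 to 38800000 fragments per sample (median 37100000) in tumour-free TIM4+CD206+ KCs and 30500000 to 40500000 (median 34000000) in tumour-bearing ones. For TIM4+CD206 high KCs it was 32100000 to 33900000 (median 33400000) and 31600000 to 37200000 (median 37000000). The fragments come from amplified cDNA without molecular identifiers, so that depth limits counting error only. Of 13233 genes tested in TIM4+CD206+ KCs with limma, 469 had an adjusted p under 0.05, of which 337 were higher and 132 lower in tumour-bearing livers. The groups did not overlap for 23.4% of the tested genes, where chance gives 10%. For the minor KCs, 1053 of 14561 genes had an adjusted p under 0.05, with 758 higher and 295 lower, and the groups did not overlap for 30.7% of genes. Samples of TIM4+CD206+ KCs with the same number in both conditions were alike, as deviations from the group mean correlated across genes with r = 0.35, 0.56 and 0.15 for the 3 numbers. With these numbers as a block, which moved the count in TIM4+CD206+ KCs most, 1026 genes had an adjusted p under 0.05. Leaving out tumour-free replicate 2 raised the count to 1018 in TIM4+CD206+ KCs, of which 593 were lower, and moved the count in TIM4+CD206 high KCs most, to 3653.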

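Gene lists for the processes that the paper names were compared with all other genes in each KC subset. The list for macrophage activation had a mean log2 fold change of −0.04 over 40 genes in TIM4+CD206+ KCs, with 16 higher and 24 lower (camera, adjusted p = 0.299), and of −0.12 in TIM4+CD206 high KCs (adjusted p = 0.0632). In TIM4+CD206 high KCs its adjusted p was 0.0438 with the replicate block, 0.0181 without tumour-free replicate 1, 0.0381 without tumour-free replicate 2 and 0.0284 without tumour-bearing replicate 1, each towards lower values, and up to 0.697 in other settings. Without tumour-free replicate 2, its adjusted p in TIM4+CD206+ KCs was 0.0059, in the direction of lower values. The inflammatory response list had means of 0.19 and 0.04 over 36 genes (adjusted p = 0.582 in TIM4+CD206+ KCs and 0.566 in TIM4+CD206 high KCs), with 19 genes higher and 17 lower in each subset. The leukocyte migration list rose by 0.41 in TIM4+CD206+ KCs, from 10.98 ± 0.27 to 11.39 ± 0.09 (SD of the list mean, n = 3 and 3; camera, adjusted p = 0.0445). All 3 tumour-bearing samples lay above every tumour-free sample for this list. Its adjusted p was 0.054 with the replicate block, 0.0652 with GC and length trends removed and 0.492 without tumour-free replicate 2. Leukocyte migration in TIM4+CD206 high KCs rose by 0.20 (adjusted p = 0.483). The chemokine ligands, taken by their symbols, rose by 0.36 in TIM4+CD206+ KCs, with 19 of 26 genes higher (adjusted p = 0.00798, and 0.0776 without tumour-free replicate 2). They rose by 0.23 in TIM4+CD206 high KCs, with 18 higher and 10 lower (adjusted p = 0.475). The list for T cell mediated immunity and antigen presentation fell by 0.43 in TIM4+CD206+ KCs and by 0.53 in TIM4+CD206 high KCs (camera, adjusted p = 1.27e-06 and 2.36e-07). Its adjusted p was 0.143 and 0.0153 with fry, and 0.416 and 0.216 with camera and an estimated correlation. Of its 36 genes, 1 and 2 were lower with a limma adjusted p under 0.05. In TIM4+CD206+ KCs tumour-free replicate 2 lay at 12.2, close to the highest tumour-bearing sample at 12.19. The lists share genes, with 26 of the 40 genes of macrophage activation in another list. Of 30 lists tested per subset, 17 in TIM4+CD206+ KCs and 15 in TIM4+CD206 high KCs had an adjusted p under 0.05 with camera's preset correlation between genes. With a correlation estimated from the samples, the setting that moved these counts most, 1 and 0 did (6 and 6 at an unadjusted p under 0.05), and with fry 7 and 13 did, of which 6 and 11 were among the 17 and 15.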

RNA-sequencing (RNA-seq) analysis of sorted KCs from tumour-bearing liver in comparison to the control showed macrophage activation, an inflammatory response and a cellular chemotaxis profile (Extended Data Fig. 3a and Supplementary Data 2). This profile included the increased expression of several receptors that are involved in macrophage activation and phagocytosis such as the activating receptors dectins that recognize carbohydrate antigens on tumour cells^37^, and C–C chemokines CCL2, CCL3, CCL4, CCL5, CCL6 and CCL7, and interleukins IL-12, IL-15 and IL-18, which are involved in the recruitment and activation of effector lymphoid cells at tumour sites^38–42^ (Fig. 2c and Extended Data Fig. 3b,c). Moreover, the most differentially expressed mRNA in KCs from tumour-bearing mice included epithelial mRNA such as cytokeratins 8 (*Krt8*) and 19 (*Krt19*) (Extended Data Fig. 3b), which is compatible with the phagocytosis of KPC tumour cells, although a contamination cannot be excluded. 

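Dectin-1 is encoded by *Clec7a* (GRCm38, chromosome 6, 129461591 to 129472785), dectin-2 by *Clec4n* and dectin-3 by *Clec4d*. In TIM4+CD206+ KCs, *Clec7a* was at 13.09 ± 0.17 (SD, n = 3) in tumour-free and 13.68 ± 0.26 (n = 3) in tumour-bearing livers on the regularized log2 scale, a log2 fold change of 0.58 (standard error 0.18, limma adjusted p = 0.142). With the replicate number as a block, the adjusted p of *Clec7a* was 0.0484, in a range of 0.0484 to 0.428 over the settings tried. *Clec4d* rose from 7.62 ± 0.23 to 9.19 ± 0.16, by 1.58 (standard error 0.23, adjusted p = 0.00788, and 0.0508 without tumour-bearing replicate 3). *Clec4n* rose by 0.52 (adjusted p = 0.218). The log2 fold changes in TIM4+CD206 high KCs were 0.04 for *Clec7a*, 0.28 for *Clec4n* and 0.89 for *Clec4d* (adjusted p = 0.946, 0.609 and 0.301). The change of *Clec7a* there was −0.12 with each library centred on its median. Without tumour-free replicate 2, *Clec4d* in TIM4+CD206 high KCs rose by 1.40 (adjusted p = 0.0085). Among the C–C chemokines in TIM4+CD206+ KCs, *Ccl6* rose from 16.08 ± 0.32 to 17.26 ± 0.12 (log2 fold change 1.18, standard error 0.20, adjusted p = 0.0171) and *Ccl2* from 9.49 ± 0.10 to 10.39 ± 0.10 (0.90, standard error 0.17, adjusted p = 0.0286). With single replicates left out, the adjusted p reached 0.105 for *Ccl6* and 0.139 for *Ccl2*, and centring or trend removal brought it to 0.0598 and 0.147. *Ccl7* rose by 0.95 (adjusted p = 0.0961, and 0.0238 with the replicate block). *Ccl3* and *Ccl4* rose by 0.67 and 0.54 (adjusted p = 0.182 and 0.239), and since the annotated positions of these 2 genes overlap on chromosome 11 (83647843 to 83649378 and 83648624 to 83664683), their separate values are uncertain. *Ccl5* fell by 0.69 (adjusted p = 0.344, and 0.0316 without tumour-free replicate 2). The minor KCs had a rise of *Ccl6* by 0.85 (standard error 0.17, adjusted p = 0.024) and a change of *Ccl5* by −0.84 (standard error 0.19, adjusted p = 0.0417), with adjusted p of up to 0.146 and 0.206 when single replicates were left out. The changes of *Ccl2*, *Ccl3*, *Ccl4* and *Ccl7* in TIM4+CD206 high KCs were 0.42, 0.48, −0.24 and 0.58, with adjusted p from 0.243 to 0.58. For the interleukins in TIM4+CD206+ KCs, the log2 fold changes were 0.08 for *Il12a*, −0.29 for *Il12b*, −0.43 for *Il15* and 0.49 for *Il18*, with adjusted p from 0.297 to 0.823. *Il12a* had a tumour-free mean of 3.45, near the lower limit for testing, and its change was −0.11 with GC and length trends removed. For the minor KCs they were −0.32, −1.52, −0.65 and 0.18 (adjusted p from 0.122 to 0.78). Without tumour-free replicate 2 in TIM4+CD206 high KCs, *Il15* fell by 0.79 (adjusted p = 0.0212) and *Il18* changed by −0.05.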

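*Krt8* (GRCm38, chromosome 15, 101996711 to 102004342) and *Krt19* (chromosome 11, 100140810 to 100145926) encode keratins of simple epithelia. In TIM4+CD206+ KCs, *Krt19* rose from 8.18 ± 0.60 (SD, n = 3) to 13.42 ± 0.16 (n = 3), a log2 fold change of 5.25 (standard error 0.29, limma adjusted p = 9.56e-05). *Krt8* rose from 9.83 ± 0.59 to 13.68 ± 0.13, by 3.85 (standard error 0.28, adjusted p = 2.73e-04). The rise in TIM4+CD206 high KCs was 5.36 for *Krt19* (standard error 0.37, adjusted p = 1.83e-04) and 4.83 for *Krt8* (standard error 0.34, adjusted p = 2.00e-04). For both genes and subsets, the values of tumour-bearing samples all lay above those of tumour-free samples. The 5 largest rises in TIM4+CD206+ KCs were those of *Tff1* (5.72), *Gkn1* (5.37), *Krt19*, *Lgals4* (5.15) and *Lgals6* (5.14). *Lgals4* and *Lgals6* are near-identical in sequence and their separate values are uncertain. The largest rises in TIM4+CD206 high KCs were those of *Gkn1* (6.21), *Krt20* (6.16), *Tff1* (6.16), *Sptssb* (5.67) and *Mucl3* (5.67). The largest falls were those of *Car3* (−3.31), *Cd209g* (−2.80), *Slc38a3* (−2.69), *Upp2* (−2.66) and *Inmt* (−2.62) in TIM4+CD206+ KCs, where the adjusted p of *Car3* and *Upp2* reached 0.0524 and 0.0701 with single samples left out. Those of TIM4+CD206 high KCs were *Car3* (−4.06), *Upp2* (−3.78), *Inmt* (−3.10), *Cyp2c29* (−3.05) and *Keg1* (−3.04). A list of epithelial markers rose by a mean of 2.63 over 18 genes in TIM4+CD206+ KCs and of 3.94 over 19 genes in TIM4+CD206 high KCs, with every gene higher (camera, adjusted p = 2.99e-24 and 5.15e-25). With an estimated correlation these adjusted p were 0.0449 and 0.0656. Marker lists of monocytes and of neutrophils also rose, by 1.69 and 1.36 in TIM4+CD206+ KCs and by 1.42 and 1.66 in TIM4+CD206 high KCs (adjusted p from 4.27e-13 to 1.31e-05). Hepatocyte markers fell by 1.23 and 1.30, endothelial markers by 0.64 and 0.72, B cell markers by 0.93 and 0.73 and T or NK cell markers by 0.56 and 0.35 (adjusted p from 6.03e-16 to 9.58e-04). The endothelial fall in TIM4+CD206+ KCs, from 8.49 ± 0.77 to 7.85 ± 0.69, lay within the spread of the samples. There, 2 of 3 tumour-bearing samples lay below every tumour-free sample, and the adjusted p with fry was 0.388. Stellate cell markers fell by 0.22 (adjusted p = 0.0946) in TIM4+CD206+ KCs and by 0.50 (adjusted p = 0.00764) in TIM4+CD206 high KCs. The KC markers fell by 0.23 in TIM4+CD206+ KCs (adjusted p = 0.00179) and by 0.08 in TIM4+CD206 high KCs (adjusted p = 0.106).

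**Figure D1:**
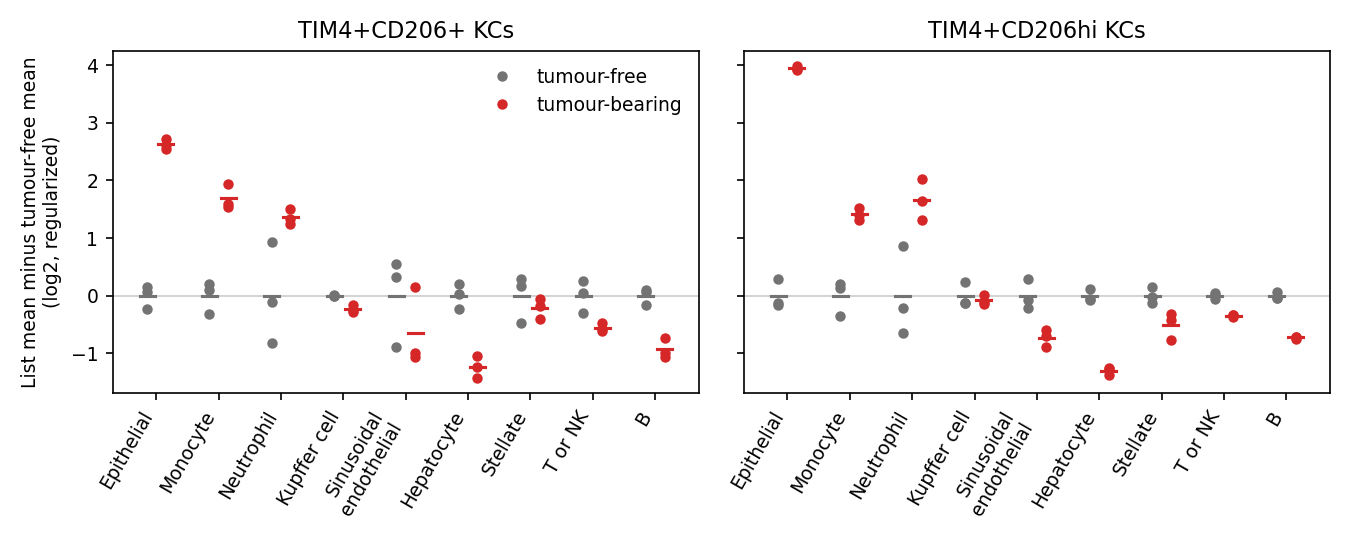
Mean of each cell-type marker list per sample, minus the mean of the tumour-free samples (y axis, regularized log2 scale), for 9 lists in each KC subset. Points are single samples of tumour-free and tumour-bearing livers, and the epithelial list of tumour-bearing samples lies highest in both subsets.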

The transcriptional response to tumour cells of the main and minor KCs was similar (Extended Data Fig. 3d). These data indicated that resident KCs surround the tumours and suggested several mechanisms for the KC-mediated restriction of tumour growth.

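Across the 13110 genes tested in both KC subsets, the log2 fold changes of the main and minor KCs correlated with r = 0.66, and Spearman's rho was 0.43. Genes are not independent replicates, so no p is given. Over the 1003 genes with an adjusted p under 0.05 in either subset, r was 0.84, and 939 of them (93.6%) changed in the same direction. Of all genes, 61.6% did. Both subsets shared 299 genes with an adjusted p under 0.05, where 29.7 were expected by chance, and 298 of these changed in the same direction, 239 of them upwards and 59 downwards. Leaving out the epithelial, endothelial and hepatocyte markers gave r = 0.64, and leaving out also the 123 genes that changed by more than 2 in both subsets gave r = 0.54. With single samples left out, r lay between 0.53, without tumour-free replicate 1 of the TIM4+CD206+ KCs, and 0.73, without tumour-free replicate 2 of the same KCs. Deviations from the group mean correlated across genes between same-numbered samples of the 2 subsets with r = 0.14, 0.67 and 0.29 for the tumour-free and 0.16, −0.05 and 0.15 for the tumour-bearing samples numbered 1 to 3, so that the tumour-free samples numbered 2 were the most alike. Of the 10 ways to split the 6 sample numbers into groups of 3, applied alike to both subsets, 3 gave an r as high as the real one, the real one included. The values of the subsets were normalized separately, so that a difference between their responses was not tested.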

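The paper names 28 genes whose KC values were tested in these comparisons. In TIM4+CD206+ KCs, 6 of them had an adjusted p under 0.05 when adjusted over all genes tested, and 12 when adjusted over the list alone. With the replicate number as a block, the first count was 9, with *Clec7a*, *Siglecg* and *Ccl7* gained, and it was 3 with median centring and ranged from 2, without tumour-bearing replicate 3, to 9, without tumour-free replicate 2, when single samples were left out. Both counts were 4 in TIM4+CD206 high KCs, where the first was 12 without tumour-free replicate 2 and 2 to 6 without the other samples. The paper names some of these genes from the same samples, so that the counts adjusted over the list alone are not independent evidence. The paper proposes several mechanisms by which KCs restrict tumour growth.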

In favour of phagocytosis of tumour cells, KCs contained abundant tumour-derived material in short-term (Fig. 2d and Extended Data Fig. 3e) and long-term (Extended Data Fig. 3f) orthotopic models and the endogenous KPC tumour model with spontaneous metastases (Extended Data Fig. 3g), as visualized by tdTomato (tdT) (Fig. 2d and Extended Data Fig. 3f) or KRT19 staining (Extended Data Fig. 3e,g). The percentage of KCs containing tumour material increased over time from 40% to around 100% over 2 months in the orthotopic model (Extended Data Fig. 3f), and was around 100% in the endogenous model (Extended Data Fig. 3g). Spatially, in the short-term models, around 90% of KCs contained tumour material at the tumour margin, while only approximately 60% and 30% did between 50 to 500 µm and more than 500 µm away from the tumour margin, respectively (Fig. 2d), and tumour material (tdT) in KCs was colocalized with LAMP1^+^ phagolysosomes (Fig. 2e). Twenty-four hours after intraportal injection of KPC cells, around 35% of liver KCs contained tumour material as assessed by flow cytometry, independently of phosphatidylserine blockade with MFG-E8(D89E) (Extended Data Fig. 3h). Intravital microscopy in the liver of wild-type mice using the CellEvent caspase-3/7 cleavage reporter (Cas-Green) to monitor tumour cell apoptosis and death, documented the engulfment of live KPC tumour cells by KCs (Fig. 2f, Extended Data Fig. 4a and Supplementary Video 1); however the phagocytic process spanned several hours, which made quantification difficult. We therefore developed a two-cell in vitro time-lapse imaging assay in which KCs and KPC cells were cultivated together in Matrigel with the Cas-Green reporter, and with PBS control, MFG-E8(D89E) or the inhibitor of actin polymerization latrunculin A (Fig. 2g, Extended Data Fig. 4b and Supplementary Video 2). The results showed that around 50% of wild-type KCs actively engulf at least 1 Cas-green^−^ KPC cell in the course of a 20 h observation, independently of phosphatidylserine blockade, whereas latrunculin A blocked this process (Fig. 2g). Moreover, caspase-3/7 cleavage in tumour cells followed rather than preceded engulfment by KCs (Fig. 2g, Extended Data Fig. 4b and Supplementary Video 2). The time from contact between KCs and tumour cells to engulfment was around 4 h on average, while the time from contact between KCs and tumour cells to caspase-3/7 cleavage was around 6 h in this assay (Fig. 2g).

Immunofluorescence staining in tumour-bearing liver from KPC mice and littermate controls confirmed that the CCR5 ligands CCL3, CCL4 and CCL5, and the cytokines IL-12, IL-15 and IL-18 were produced by KCs in peritumoural liver (Extended Data Fig. 5a). Similarly, immunofluorescence staining in tumoural liver 2 weeks after intraportal injection of KPC cells in wild-type mice indicated that CCL3, CCL4 and CCL5, and IL-12, IL-15 and IL-18 are most prominently produced by KCs present at the tumour margin (Fig. 2h and Extended Data Fig. 5b). Consistently, quantification of activated natural killer (NK) cells and CD8^+^ T cells in the metastatic liver showed that they were also preferentially enriched at the tumour margin, next to KCs expressing CCL3, CCL4, CCL5, IL-12, IL-15 and IL-18 (Fig. 2i,j). Together, these data suggested that resident KCs that surround the tumour cells may exert their anti-tumour activity through sustained phagocytosis of live tumour cells and recruitment and activation of lymphoid effectors cells.

## KC anti-tumour activity is ID3 dependent

IDs^43^ are early genes that regulate cell fate determination during development and cellular functions in differentiated cells^44^. ID3 was shown to be a KC lineage-determining nuclear factor because embryonic premacrophages lacking ID3 expression do not differentiate into KCs during organogenesis, resulting in a selective KC deficiency^24^ (Extended Data Fig. 5c). As expected for resident macrophages, KCs are not replaced by wild-type bone-marrow-derived cells in *Id3-*deficient parabiotic mice (Extended Data Fig. 5d). Mice with ID3 deficiency during embryogenesis (*Id3*^*−/−*^) developed larger liver tumours and lung metastases in comparison to their littermate controls 2 weeks after intraportal injection of KPC cells (Fig. 3a), comparable to the phenotype of other KC-deficient mice (Fig. 1 and Extended Data Fig. 1). ID3 remains preferentially expressed at high levels in KCs after birth^24^ (Fig. 3b), but its role in the function of adult KCs is unclear. KCs acquire expression of CLEC4F after birth (Fig. 3c), a time at which KC specification has been completed^24^, and we therefore examined the consequences of *Id3* deletion in adult KCs in *Clec4f*^*cre*^*Id3*^*f/f*^ mice. *Clec4f*^*cre*^*Id3*^*f/f*^ mice presented with normal numbers of KCs, and normal KC morphology and ability to uptake 2 μm latex beads after intravenous (i.v.) injection as compared to the wild-type controls (Fig. 3d,e and Extended Data Fig. 5e). Moreover, *Id3*-deficient KCs were normally located outside and around metastatic tumours, similar to the controls (Fig. 3f). However, *Clec4f*^*cre*^*Id3*^*f/f*^ mice still developed large liver and lung metastases comparable to that of KC-deficient mice in the short-term (Fig. 3g) and orthotopic (Fig. 3h) models. Flow cytometry analysis confirmed that liver tumours as well as phenotypic metastasis-initiating cells were increased in comparison to the control (Fig. 3i and Extended Data Fig. 5f). Survival experiments after intraportal injection of KPC cells showed that *Clec4f*^*cre*^*Id3*^*f/f*^ mice have reduced survival in comparison to the controls (Fig. 3j), comparable to that of *Clec4f*^*cre*^*R26*^*LSL-DTR*^ mice treated with DT (Fig. 1g). Finally, *Clec4f*^*cre*^*Id3*^*f/f*^ mice also developed larger liver metastases after intraportal injection of B16F10 melanoma, MC38 colon adenocarcinoma and LLC1 lung carcinoma (Fig. 3k). These data therefore suggest that, in addition to being required during embryonic development for KC differentiation, expression of ID3 is also necessary in adult KCs for their anti-tumour activity.

**Fig. 3:**
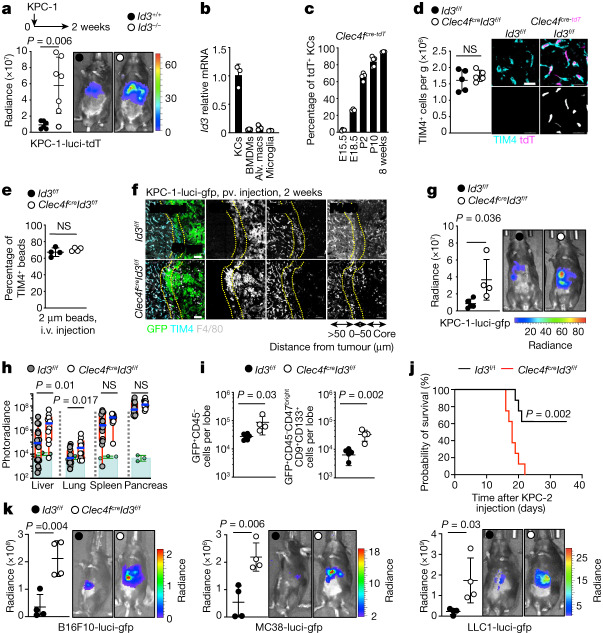
ID3-expressing KCs are required for the restriction of tumour growth. **a**, Bioluminescence analysis of the tumour burden in livers from *Id3*^*−/−*^ mice (*n* = 7) and *Id3*^*+/+*^ littermates (*n* = 6) 2 weeks after intraportal injection of 1 × 10^6^ KPC-1-luci cells. Results are from two independent experiments. **b**, RT–qPCR analysis of *Id3* mRNA in macrophage populations from three C57BL/6J mice. Alv. macs, alveolar macrophages. **c**, Flow cytometry analysis of tdT expression by TIM4^+^ KCs from *Clec4f*^*cre-tdT*^ mice at embryonic day 15.5 (E15.5; *n* = 4), E18.5 (*n* = 3), postnatal day 2 (P2; *n* = 5) and P10 (*n* = 5) and at 8 weeks old (*n* = 3). **d**, Flow cytometry and immunofluorescence analysis of KC numbers and morphology in the livers of 6-week-old *Clec4f*^*cre-tdT*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates. *n* = 5 per group. Scale bars, 20 μm. **e**, Flow cytometry analysis of the uptake of 2 μm beads injected i.v. 2 h before analysis of KCs from *Clec4f*^*cre-tdT*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates. *n* = 4 per group. **f**, Representative immunofluorescence staining for GFP, TIM4 and F4/80 in the liver from *Clec4f*^*cre-tdT*^*Id3*^*f/f*^ mice (*n* = 4) and *Id3*^*f/f*^ littermates (*n* = 5) 2 weeks after intraportal injection of 1 × 10^6^ KPC-1-luci-GFP cells. Scale bars, 50 μm. **g**, Bioluminescence analysis of the tumour burden in the livers from the mice in **f**. **h**, Bioluminescence analysis of the tumour burden in *Clec4f*^*cre*^*Id3*^*f/f*^ mice (*n* = 10) and *Id3*^*f/f*^ littermates (*n* = 16) 8 weeks after orthotopic pancreas injection of 2 × 10^5^ KPC-2*-*luci cells. **i**, The number of GFP^+^CD45^−^, GFP^+^CD45^−^CD47^bright^ and CD9^+^CD133^+^ tumour cells per liver lobe from the mice in **f** and **g** was determined using flow cytometry. **j**, Survival of *Clec4f*^*cre*^*Id3*^*f/f*^ mice (*n* = 8) and *Id3*^*f/f*^ littermates (*n* = 8) after intraportal injection of 3 × 10^5^ KPC-2-luci cells. **k**, Bioluminescence analysis of the tumour burden in the livers from *Clec4f*^*cre*^*Id3*^*f/f*^ mice (*n* = 4) and *Id3*^*f/f*^ littermates (*n* = 4) 2 weeks after intraportal injection of 5 × 10^5^ B16F10-luci cells, 1 × 10^6^ MC38-luci cells or 1 × 10^6^ LLC1-luci cells. Statistical analysis was performed using unpaired two-tailed *t*-tests (**a**, **d**, **e**, **g**, **i** and **k**), log-rank (Mantel–Cox) tests (**j**) and Mann–Whitney *U*-tests (**h**). Data are mean ± s.d. Source Data

## ID3 controls the KC peritumoural niche

Differential gene expression analysis of RNA-seq data of KCs from *Clec4f*^*cre*^*Id3*^*f/f*^ and control mice showed the downregulation of pathways associated with signalling receptor activity, leukocyte-mediated cytotoxicity, leukocyte migration and T-cell-mediated immunity in *Id3*-deficient KCs (Fig. 4a and Supplementary Data 3). 

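KCs of 3 *Id3* f/f mice and 2 *Clec4f* cre*Id3* f/f littermates without tumours were sequenced, and the deposited values are on the same regularized log2 scale, normalized across these 5 samples. The estimated depth was 21500000 to 24200000 fragments per sample (median 21700000) in *Id3* f/f KCs and 23000000 to 24100000 (median 23500000) in *Clec4f* cre*Id3* f/f KCs. *Id3* (GRCm38, chromosome 4, 136143822 to 136145392) was at 12.58, 12.46 and 12.82 in the *Id3* f/f samples and at 9.83 and 9.82 in the *Clec4f* cre*Id3* f/f samples, a log2 fold change of −2.80 (standard error 0.11, limma adjusted p = 1.4e-06). Per log2 unit of the fragments that Supplementary Data 3 gives, the deposited values differed by 0.64 for genes with a mean of at least 500 fragments and by 0.04 for genes with 10 to 50. Of 12833 genes tested, 827 had an adjusted p under 0.05, with 395 higher and 432 lower in *Clec4f* cre*Id3* f/f KCs (328 and 550 with median centring, 496 and 426 with GC and length trends removed), and their median absolute log2 fold change was 0.47. The groups did not overlap for 41.9% of genes, where chance gives 20% for 3 samples against 2. The count was 207 without *Id3* f/f replicate 1, 410 without replicate 2 and 1850 without replicate 3, and with the replicate number as a block, which moved it most among the fits to all samples as deposited, it was 2089. *Id3* f/f replicate 3 shares its number with no other sample, so the block gives the log2 fold changes of the fit without it. The numbers did not pair the samples and the blocked fit has 1 residual degree of freedom, so its p-values are no evidence for single genes. Sex-linked genes separated the groups, with *Xist* (log2 fold change 3.44) higher and *Ddx3y* (−2.44) and *Eif2s3y* (−1.82) lower in *Clec4f* cre*Id3* f/f KCs, so that sex and genotype are confounded in these samples. *Tsix* (2.37), which overlaps *Xist* on the other strand, is uncertain. Among genes with an adjusted p under 0.05 whose groups did not overlap, the 5 largest rises also held *Cd207* (1.68), *Scd2* (1.38) and *Cxcl13* (1.11), and the 5 largest falls *Mmp12* (−1.74) and *H2-DMb2* (−1.62). *Clec4f*, the gene of the *cre* allele, fell by 1.52, and *Cd207* lies 15091 bases from it on chromosome 6. Without *Id3* f/f replicate 1, the adjusted p was 0.113 for *Cxcl13*, 0.105 for *Mmp12* and 0.0848 for *H2-DMb2*.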

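The list for T cell mediated immunity and antigen presentation fell by 0.31 in *Clec4f* cre*Id3* f/f KCs, with 31 of 35 genes lower (camera, adjusted p = 5.1e-09). It holds 16 genes of the MHC region on chromosome 17, which also differed among the *Id3* f/f samples, and without them its adjusted p was 0.00121. The inflammatory response list fell by 0.32, with 27 of 32 genes lower (adjusted p = 5.1e-09), and the macrophage activation list by 0.17, with 29 of 39 lower (adjusted p = 2.77e-04). Leukocyte migration fell by 0.11, with 23 of 37 genes lower (adjusted p = 0.0233, 0.597 with GC and length trends removed and 0.13 without *Id3* f/f replicate 3). Leukocyte mediated cytotoxicity fell by 0.13, with 14 of 23 genes lower (adjusted p = 0.0312, 0.689 with these trends removed and 0.148 without genes of the MHC region). For each of these 5 lists, both *Clec4f* cre*Id3* f/f samples lay below every *Id3* f/f sample. The KC markers were not shifted as a list (mean 0.00 over 24 genes, adjusted p = 0.815), while 4 of them rose and 5 fell with an adjusted p under 0.05. Of 30 lists, 13 had an adjusted p under 0.05, of which 8 kept it with GC and length trends removed, where 4 others gained one. With an estimated correlation, which moved the count most, 0 lists had one, with a lowest adjusted p of 0.196 and 6 lists at an unadjusted p under 0.05. With fry, 13 lists had an adjusted p under 0.05, of which 11 were among the first 13.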

*Id3* deficiency shifted the activatory/inhibitory receptor balance towards inhibitory receptor expression (Extended Data Fig. 3c). 

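Of a list of 28 activating receptors, 20 were lower and 8 higher in *Clec4f* cre*Id3* f/f KCs, a mean log2 fold change of −0.10 (camera, adjusted p = 0.0216). Single genes with an adjusted p under 0.05 were lower for 5 and higher for 2 of them. With GC and length trends removed, the adjusted p of the activating receptors was 0.104, and with quantile normalization 0.168. Of 23 inhibitory receptors, 13 were lower and 10 higher, with a mean of 0.00 (adjusted p = 0.951), and 3 of them rose and 3 fell with an adjusted p under 0.05. The direction of the inhibitory list changed with quantile normalization (adjusted p = 0.523) and with median centring (adjusted p = 0.959). The difference between the lists was not tested. With Extended Data Fig. 3c, the paper states that loss of *Id3* shifted the balance towards inhibitory receptors.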

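*Clec7a* was at 13.37 ± 0.14 (SD, n = 3) in *Id3* f/f KCs and 12.66 ± 0.06 (n = 2) in *Clec4f* cre*Id3* f/f KCs of livers without tumour, a log2 fold change of −0.70 (standard error 0.10, limma adjusted p = 0.0058). With single samples left out, its log2 fold change lay between −0.78 and −0.63. *Sirpa* (GRCm38, chromosome 2, 129591042 to 129632228) was at 13.80 ± 0.07 (n = 3) in *Id3* f/f and 14.10 ± 0.08 (n = 2) in *Clec4f* cre*Id3* f/f KCs, a log2 fold change of 0.30 (standard error 0.08, limma adjusted p = 0.0572). Its adjusted p was 0.0434 with a stricter filter, 0.0187 with a replicate block, 0.0218 with quantile normalization and 0.0181 without *Id3* f/f replicate 3, in a range of up to 0.128. The block compares the same samples as the fit without replicate 3, so it adds no separate pass. Both *Clec4f* cre*Id3* f/f samples lay below every *Id3* f/f sample for *Clec7a* and above every one for *Sirpa*.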

Notably the activating receptor dectin-1 (also known as CLEC7A)^1,37^ was downregulated in *Id3*-deficient KCs from control and tumoural liver; by contrast, the macrophage inhibitory receptor *Sirpa* was overexpressed in the same KCs (Fig. 4b–d and Extended Data Fig. 6a). This analysis also identified ID3-independent receptors, including the activating receptor LRP1, which binds to tumour-expressed calreticulin^18^ and the inhibitory receptor SIGLECG (also known as SIGLEC10), which binds to CD24 on tumour cells^7^, which were expressed in *Id3*-deficient and control KCs (Extended Data Figs. 3c and 6b). Moreover, expression of the C–C chemokines CCL3, CCL4 and CCL5, and the cytokines IL-12, IL-15 and IL-18 was also downregulated in *Id3*-deficient KCs from tumoural liver (Fig. 4b,c).

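*Lrp1* (GRCm38, chromosome 10, 127538157 to 127621148) was at 12.85, 12.79 and 12.67 in *Id3* f/f KCs and at 13.18 and 12.89 in *Clec4f* cre*Id3* f/f KCs, a log2 fold change of 0.27 (standard error 0.11, limma adjusted p = 0.159). *Siglecg* (chromosome 7, 43408192 to 43418349) lay between 3.76 and 3.85 in all 5 samples, near the lower limit for testing, where the scale hides most of a difference. Its log2 fold change was 0.07 (adjusted p = 0.168), and −0.015 with GC and length trends removed. *Clec4n* fell by 0.30 (adjusted p = 0.0593). Its adjusted p was 0.0463 with a stricter filter, 0.044 with median centring and 5.95e-04 with a replicate block. It was 0.00235 without *Id3* f/f replicate 3, a fit that compares the same samples as the block, in a range of up to 0.311 over the settings. *Clec4d* fell by 0.23 (adjusted p = 0.132, 0.0201 with the block and 0.0411 without *Id3* f/f replicate 3).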

**Fig. 4:**
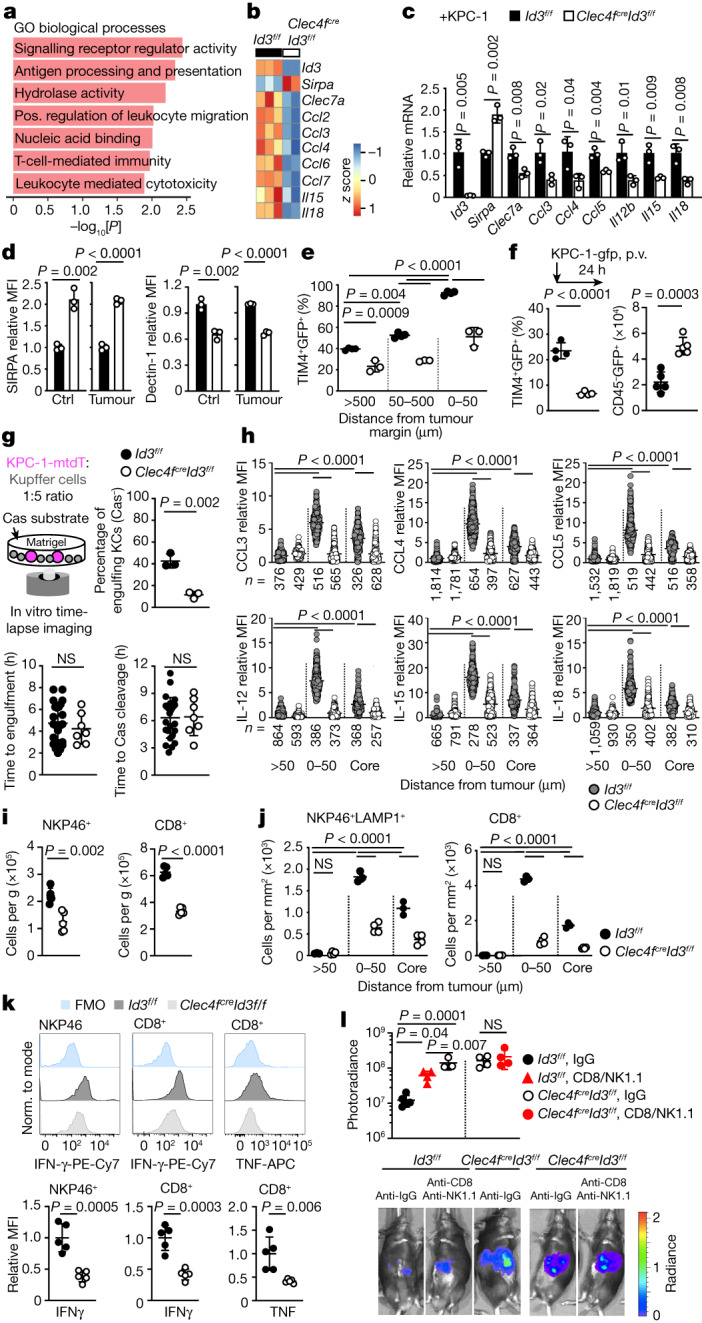
ID3-dependent peritumoural niche. **a**,**b**, RNA-seq analysis of KCs from *Clec4f*^*cre*^*Id3*^*f/f*^ mice (*n* = 2) and *Id3*^*f/f*^ littermates (*n* = 3). **a**, The pathways downregulated in *Clec4f*^*cre*^*Id3*^*f/f*^ mice. Pos., positive. **b**, Selected differentially expressed genes. **c**, RT–qPCR analysis of selected genes in KCs from *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates. *n* = 3 per group. **d**, Flow cytometry analysis of the expression of SIRPA and dectin-1 by KCs from *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates 2 weeks after intraportal injection or not of 1 × 10^6^ KPC-1*-*GFP cells. *n* = 3 per group. Ctrl, control. **e**, The percentage of TIM4^+^ KCs containing GFP in the livers from *Clec4f*^*cre*^*Id3*^*f/f*^ mice (*n* = 4) and *Id3*^*f/f*^ littermates (*n* = 3) treated as described in **d**. **f**, Immunofluorescence analysis of the percentage of TIM4^+^ KCs stained with GFP in *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates 24 h after intraportal injection of 1 × 10^6^ KPC-1*-*GFP cells (left). *n* = 4 per group. Right, the number of CD45^−^GFP^+^ tumour cells per liver lobe was analysed using flow cytometry in the same mice. *n* = 5 per group. **g**, Engulfment of KPC-1-tdT cells by *Clec4f*^*cre*^*Id3*^*f/f*^ or *Id3*^*f/f*^ KCs in vitro, as in Fig. 2g. The plots show the percentage of KCs engulfing Cas-Green^−^ KPC-1-tdT cells (*n* = 3 per group), and the time from stable interaction between KCs (*n* = 25 (*Id3*^*f/f*^) and *n* = 7 (*Clec4f*^*cre*^*Id3*^*f/f*^)) and tumour cells to engulfment or caspase-3/7 cleavage. **h**, Expression of chemokines and cytokines by TIM4^+^ KCs from *Id3*^*f/f*^ and *Clec4f*^*cre*^*Id3*^*f/f*^ mice treated as in **d**. *n* values are indicated. **i**,**j**, Flow cytometry (**i**) and immunofluorescence (**j**) analysis of CD8^+^ T cells and LAMP1^+^NKP46^+^ cell numbers per g of liver or per mm^2^ in mice from **h**. *n* = 5 mice per group. **k**, IFNγ and TNF expression by NKP46^+^ and CD8^+^ T cells from **i** and **j**. **l**, The liver tumour burden was analysed using photoradiance 2 weeks after injection of 1 × 10^6^ KPC-1*-*luci cells in *Id3*^*f/f*^ mice treated with IgG (*n* = 6) or anti-CD8/NK1.1 (*n* = 3) and *Clec4f*^*cre*^*Id3*^*f/f*^ mice treated with IgG or anti-CD8/NK1.1. *n* = 4 per group. Statistical analysis was performed using unpaired two-tailed *t*-tests (**c**, **d**, **f**, **g**, **i**, **k** and **l**), one-way ANOVA (**e**, **j** and **l**) and Kruskal–Wallis tests (**h**). Data are mean ± s.d. Norm., normalized. Source Data

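Of the chemokines in KCs without tumour, *Ccl2* fell by 1.15 in *Clec4f* cre*Id3* f/f KCs (standard error 0.12, limma adjusted p = 0.00149), *Ccl4* by 0.67 (adjusted p = 0.0202), *Ccl7* by 0.65 (adjusted p = 0.00489) and *Ccl6* by 0.58 (adjusted p = 0.00313). The adjusted p of *Ccl4* was 0.0567 with GC and length trends removed and reached 0.0687 with single samples left out. *Ccl3* fell by 0.27 (adjusted p = 0.0783) and, since it overlaps *Ccl4* on chromosome 11, the values of both are uncertain. *Ccl5* changed by −0.16 (adjusted p = 0.398) and by 0.04 with these trends removed. *Il18* fell by 0.75 (standard error 0.09, adjusted p = 0.00328). *Il15* fell by 0.33 (adjusted p = 0.0636), with an adjusted p of 0.0446 without a mean-variance trend and of 0.0481 with median centring, in a range of up to 0.147. *Il12b* changed by −0.10 (adjusted p = 0.457), and *Il12a* had too few reads to be tested. The adjusted p of *Il12b* was 0.00493 with a replicate block, which does not pair these samples, but at least 0.206 with single samples left out. Of 24 chemokine ligands taken by their symbols, 20 were lower, with a mean of −0.28 (camera, adjusted p = 6.52e-07). Of the 28 genes that the paper names, 27 were tested, and 9 had an adjusted p under 0.05 when adjusted over all genes tested, against 14 when adjusted over the list alone. The first count was 13 with the replicate block, 7 without *Id3* f/f replicate 1 and 13 without *Id3* f/f replicate 3.

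**Figure D2:**
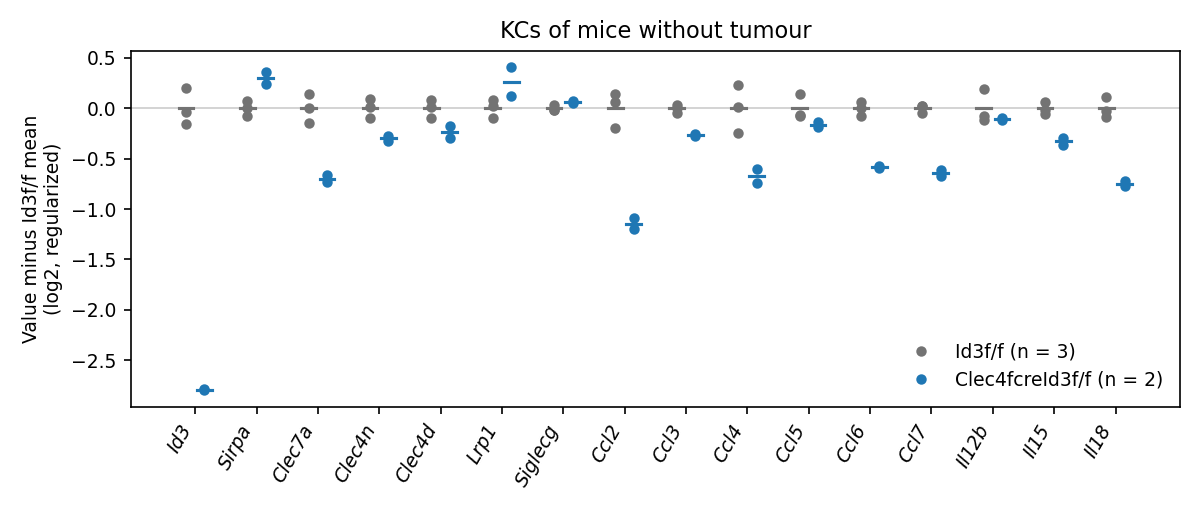
Value of each of 16 genes per sample minus the mean of the *Id3* f/f samples (y axis, regularized log2 scale). Points are the 3 *Id3* f/f and 2 *Clec4f* cre*Id3* f/f samples, and *Id3*, *Ccl2* and *Il18* lie below 0 in both *Clec4f* cre*Id3* f/f samples.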

Despite normal KC numbers and peritumoural location, the percentage of KCs carrying tumour material 2 weeks after intraportal injection of KPC cells was decreased by around half in *Id3*-deficient mice in comparison to the control (Fig. 4e). The percentage of KCs carrying tumour material in the liver of *Clec4f*^*cre*^*Id3*^*f/f*^ mice 24 h after portal injection of KPC cells was also decreased by around threefold (Fig. 4f), and the number of live tumour cells (CD45^−^tdT^+^) was increased 2.5-fold (Fig. 4f). The percentage of *Id3*-deficient KCs engulfing one or more Cas-Green^−^ KPC cells in the course of the 20 h in vitro time-lapse imaging assay was decreased by fivefold (Fig. 4g), although the average delay between contact and engulfment or caspase-3/7 cleavage in *Id3*-deficient and control KCs was similar (Fig. 4g).

Immunofluorescence staining confirmed that the expression of chemokines CCL3, CCL4 and CCL5 and the cytokines IL-12, IL-15 and IL-18 by KCs in the liver of *Clec4f*^*cre*^*Id3*^*f/f*^ mice was reduced or abolished at the tumour margin and in the tumour in comparison to in the littermate controls (Fig. 4h and Extended Data Fig. 6c,d). NK and CD8^+^ T cell numbers were selectively reduced in the livers of *Clec4f*^*cre*^*Id3*^*f/f*^ tumour-bearing mice as shown by flow cytometry analysis (Fig. 4i and Extended Data Fig. 6e–g) and, specifically, from the peritumoural zone and the tumours as shown by immunofluorescence analysis (Fig. 4j and Extended Data Fig. 6h). Moreover, although NK and CD8^+^ T cells recruited to liver tumours of wild-type mice produce IFNγ and TNF (Fig. 4k), the production of IFNγ and TNF was reduced in the remaining NK and CD8^+^ T cells present in the liver of tumour-bearing *Clec4f*^*cre*^*Id3*^*f/f*^ mice (Fig. 4k). Furthermore, in vitro co-culture of fluorescence-activated cell sorting (FACS)-sorted KCs from *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ (wild-type) littermates with or without KPC cells showed that tumour cells induced high expression by KCs of CCL3, CCL4 and IL-18 in an ID3-dependent manner and, to a lesser extent, of CCL5, IL-15 and IL-12 (Extended Data Fig. 6i). Moreover, the supernatants of *Id3*^*f/f*^ (wid-type) KC/KPC cocultures, but not of ID3-deficient KC/KPC cocultures, were sufficient to stimulate IFNγ expression by NK cells (Extended Data Fig. 6j).

Depletion of CD8 and NK cells with antibodies increased tumour growth in wild-type mice, but not to the level of *Clec4f*^*cre*^*Id3*^*f/f*^ mice, and did not further increase tumour growth in *Clec4f*^*cre*^*Id3*^*f/f*^ mice (Fig. 4l), suggesting that both phagocytosis and the recruitment and/or activation of effector lymphoid cells contribute to the anti-tumour activity of KCs. Together, these data indicate that ID3 deficiency in KCs impairs their activation by tumour cells, possibly through dysregulating expression by KCs of macrophage inhibitory and activating receptors, resulting in impaired phagocytosis of tumour cells, and decreased recruitment and non-cognate activation of effector CD8^+^ T cells and NK cells.

## SIRPA blockade rescues ID3-deficient KCs

Wild-type KCs express higher levels of *Id3* (Fig. 3b), and lower levels of *Sirpa* compared with other macrophage subsets including microglia, alveolar macrophages and BMDMs (Fig. 5a). SIRPA binding to its ligand CD47 inhibits macrophage activation and phagocytosis^4,5^. By contrast, dectin-1, which recognizes tumour cell antigens, activates macrophages in tumours^37^, and can prime cytotoxic T cell responses^45,46^. We therefore reasoned that ID3 may regulate the inhibitory/activating receptor balance in macrophages, and that the control of SIRPA and dectin-1 expression may underlie at least part of the anti-tumour activities of wild-type KCs. We performed rescue experiments to test this hypothesis. In vivo blockade of SIRPA with antibodies rescued the expression of dectin-1, CCL3, CCL4, CCL5, IL-12, IL-15 and IL-18 by *Id3*-deficient KCs (Fig. 5b and Extended Data Fig. 7a–d). SIRPA blockade restricted the development of liver metastases in *Clec4f*^*cre*^*Id3*^*f/f*^ mice (Fig. 5c), and rescued the phagocytosis of tumour cells by *Id3*-deficient KCs to wild-type levels in vivo (Fig. 5d) and in vitro (Fig. 5e). Conversely, dectin-1 blocking antibodies abolished phagocytosis of tumour cells by wild-type KCs (Fig. 5e), and also decreased their production of chemokines and cytokines (Fig. 5f).

**Fig. 5:**
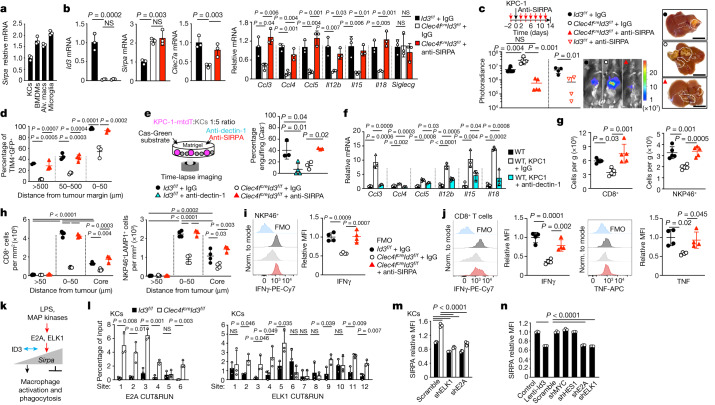
SIRPA and dectin-1 mediate, in part, ID3 function. **a**, RT–qPCR analysis of *Sirpa* mRNA in macrophages from three C57BL/6J mice. **b**–**d**, Analysis of *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates 2 weeks after intraportal injection of 1 × 10^6^ KPC-1*-*luci cells and treatment with anti-SIRPA or IgG control antibodies. **b**, RT–qPCR analysis of the indicated gene mRNA in KCs. *n* = 3 mice per group. **c**, Photoradiance and histology analysis of the liver tumour burden (*Id3*^*f/f*^ + IgG, *Clec4f*^*cre*^*Id3*^*f/f*^ + IgG or *Clec4f*^*cre*^*Id3*^*f/f*^ *+* anti-SIRPA (*n* = 5 per group); *Id3*^*f/f*^ + *IgG* and *Id3*^*f/f*^ *+* anti-SIRPA (*n* = 4 per group)). Scale bars, 1 cm. **d**, The percentage of TIM4^+^ KCs containing GFP^+^ material in the peritumoural niche. *n* = 4 (*Id3*^*f/f*^* +* IgG and *Clec4f*^*cre*^*Id3*^*f/f*^* +* IgG) and *n* = 3 (*Clec4f*^*cre*^*Id3*^*f/f*^ *+*  anti*-*SIRPA). **e**, In vitro engulfment of live KPC-1-membrane-tdT (KPC-1-mtdT) cells (Fig. 2g) by KCs from *Id3*^*f/f*^ mice treated with IgG (*n* = 3 independent experiments) or anti-dectin-1 antibodies (*n* = 4) and *Clec4f*^*cre*^*Id3*^*f/f*^ littermates treated with IgG or anti-SIRPA antibodies (*n* = 3 per group). **f**, RT–qPCR analysis of mRNA gene expression by wild-type (WT) KCs that were or were not cocultured with KPC-1 cells for 12 h in the presence of anti-dectin-1 or control IgG antibodies. *n* = 3 per group. **g**–**j**, Flow cytometry analysis of the numbers of CD8^+^ T cells and NK cells (**g**; *n* = 5 per group), immunofluorescence analysis (**h**; *n* = 4 per group) and analysis of the production of cytokines by CD8^+^ T cells (**j**) and NK cells (**i**) (*n* = 4 per group) in tumoural liver from mice treated as described in **b**–**d**. **k**, Hypothesis for the regulation by ID3 of *Sirpa* transactivation in macrophages. **l**, CUT&RUN analysis of E2A and ELK1 binding to *Sirpa* predicted promoter/enhancer regions in KCs from *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates. *n* = 3 per group. **m**, Flow cytometry analysis of SIRPA expression by KCs from *Id3*^*+/+*^ mice and *Id3*^*−/−*^ littermates, expressing scramble, *E2a* or *Elk1* shRNAs (*n* = 3 per group). **n**, Flow cytometry analysis of SIRPA expression by mouse BMDMs expressing lenti-Id3, lenti-control or the indicated shRNAs. *n* = 3 per group. Statistical analysis was performed using one-way ANOVA (**b**–**j**, **m** and **n**) and unpaired two-tailed *t*-tests (**c** and **l**). The dots represent individual mice (**a**–**d** and **g**–**j**). Data are mean ± s.d. Source Data

SIRPA blockade also rescued the numbers of CD8^+^ T cells and NKP46^+^ NK cells in tumour-bearing livers of *Clec4f*^*cre*^*Id3*^*f/f*^ mice (Fig. 5g and Extended Data Fig. 7e), the formation of the peritumoural CD8^+^ T cell and NKP46^+^ NK-rich zone (Fig. 5h and Extended Data Fig. 7f) and the production of IFNγ and TNF by CD8^+^ T cells and NK cells (Fig. 5i,j). Moreover, genetic deletion of the SIRPA ligand *Cd47* on tumour cells also restricted tumour growth in *Clec4f*^*cre*^*Id3*^*f/f*^ mice (Extended Data Fig. 7g–i) and rescued CD8 T cell and NK cell recruitment to wild-type levels (Extended Data Fig. 7j). Thus, the regulation of SIRPA and dectin-1 expression by ID3 in KCs underlies, at least in part, the mediation of phagocytosis, inflammatory chemokine production, and recruitment and activation of NK and CD8^+^ T cells. Notably, our results suggest that signalling by SIRPA itself controlled, in part, the expression of the activating receptor dectin-1 by KCs.

## ID3 buffers SIRPA transactivation

We therefore sought to identify the molecular-level mechanism by which ID3 may control *Sirpa* expression in KCs, test its potential physiological importance and investigate whether the same mechanism can endow other macrophages with anti-tumour activity. ID proteins exert their biological effects by blocking the DNA-binding activity of class I bHLH E-proteins, Pax-, Ets- and Ets-domain transcription factors from the ternary complex factor (TCF) family^43,47–49^. Among these, the E protein E2A encoded by *Tcf3* (also known as *Tcfe2a*), as well as the TCF factor ELK1, are highly expressed in macrophages in general and in KCs in particular (Extended Data Fig. 8a,b). 

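*Tcf3* (GRCm38, chromosome 10, 80409541 to 80433976) was at 10.12 to 10.86 on the regularized log2 scale in the 5 samples of *Id3* f/f and *Clec4f* cre*Id3* f/f KCs, with 80.6% of the 12833 tested genes at a lower mean. *Elk1* (chromosome X, 20933395 to 20950608) was at 8.03 to 8.22, below the median of 8.52 over the tested genes, with 43.7% of them lower. These values are not divided by transcript length. *Myc*, *Hes1*, *Tcf4* and *Tcf12* had means of 10.50, 10.34, 10.31 and 8.53. *Tcf3* was at 10.28 ± 0.19 (SD, n = 3) in *Id3* f/f and 10.85 ± 0.02 (n = 2) in *Clec4f* cre*Id3* f/f KCs, a log2 fold change of 0.57 (standard error 0.12, limma adjusted p = 0.0241, and 0.0856 without *Id3* f/f replicate 1). *Elk1* changed by −0.03 (adjusted p = 0.892), and by 0.03 without *Id3* f/f replicate 3.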

ELK1 links gene transcription to RAS/MAPK/ERK signalling in response to cellular stress and environmental cues such as LPS. ELK1 DNA binding and transcriptional activity are stimulated by the phosphorylation of its C‐terminal domain (C‐box) by ERK1/2. E2A is a transcriptional activator conserved from yeast to humans and its expression and DNA-binding activity is also induced by LPS^50^. The liver drains blood from the gut through the portal circulation and is therefore constantly and directly exposed to stress signals including bacterial products^27^. From a physiological perspective, we therefore hypothesized that the expression of ID3 by KCs may allow downregulation of *Sirpa* expression by limiting the binding of E proteins and ELK1 to *Sirpa* promoter/enhancer regions to maintain KC phagocytic activity within an inflammatory environment (Fig. 5k).

A deep learning analysis identified 12 putative ELK1-binding sites and 6 putative E-box-binding sites at upstream enhancer regions, intronic enhancers and the *Sirpa* promoter in mouse KCs and BMDMs (Extended Data Fig. 8c,d). These regions are all in proximity or connection to the *Sirpa* promoter according to the H3K4me3 HiChIP data of BMDMs (Extended Data Fig. 8c). We therefore performed cleavage under targets and release using nuclease (CUT&RUN) analyses of E2A and ELK1 binding to DNA at these sites in KCs from control and *Clec4f*^*cre*^*Id3*^*f/f*^ littermates. These experiments indicated that ID3 prevents the binding of E2A and ELK1 at the *Sirpa* promoter and the upstream and intronic *Sirpa* enhancer regions (Fig. 5l). Moreover, shRNAs targeting E2A and ELK1 both reduced *Sirpa* expression in *Id3-*deficient KCs to wild-type levels (Fig. 5m), indicating that E2A and ELK1 are required for upregulation of *Sirpa* expression in *Id3*-deficient KCs. BMDMs express low levels of *Id3* and high levels of *Sirpa* (Figs. 3b and 5a) but share active regulatory regions at the *Sirpa* locus with KCs (Extended Data Fig. 8c). Accordingly, we found that overexpression of *Id3*, as well as short-hairpin RNAs (shRNAs) targeting *Tcf3* and *Elk1*, all reduce *Sirpa* expression in BMDMs (Fig. 5n). As expected, LPS (2 mg per kg) further increased ELK1 and E2A binding to *Sirpa* enhancer/promoter regions in *Id3*-deficient but not wild-type KCs (Extended Data Fig. 8e,f). Consistently, LPS increased *Sirpa* expression in *Id3*-deficient KCs and in wild-type BMDMs, but not in wild-type KCs or BMDMs overexpressing ID3 (Extended Data Fig. 8g,h). Finally, shRNA against *Tcf3* or *Elk1* in BMDMs was sufficient to abrogate the LPS-mediated increase in *Sirpa* expression in BMDMs (Extended Data Fig. 8h). Although the comparison of human and mice non-coding sequences is difficult, a simple mouse/human BLASTn alignment for *Sirpa* regulatory elements identified conserved ELK1-binding motifs in the *Sirpa* enhancer and promoter regions (Extended Data Fig. 9a), suggesting that the role of ID3 may be conserved in human macrophages. Accordingly, we found that lentiviral-mediated expression of mouse *Id3* in mouse BMDMs and human *ID3* in hiPSC-Macs resulted in the selective downregulation of *Sirpa* expression as well as the upregulation of *Clec7a* in the two cell types (Fig. 6a,b). Together, these results strongly suggest that ID3 represses *Sirpa* expression by preventing DNA binding of E2A and ELK1 to *Sirpa* enhancer/promoter regions, a property that characterizes wild-type KCs but can also be transferred to other macrophages such as BMDMs or human macrophages, through enforced expression of *Id3* or knockdown of *Tcf3* or *Elk1*.

**Fig. 6:**
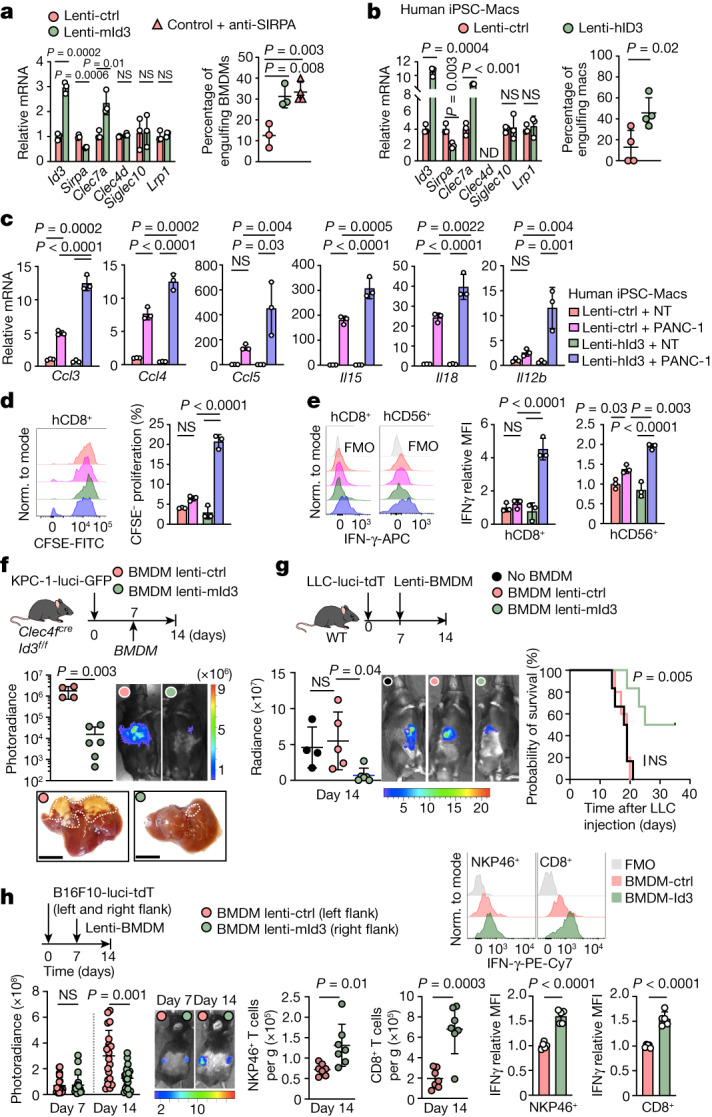
ID3 expression endows macrophages with anti-tumour activity. **a**, Left, RT–qPCR analysis of the indicated genes in mouse BMDMs expressing lenti-mouse-Id3 (Lenti-mId3) or lenti-control (Lenti-ctrl). *n* = 3 independent experiments. Right, in vitro engulfment of Cas-Green^−^ KPC-1-mtdT cells by mouse BMDMs expressing lenti-mId3 (*n* = 3) or lenti-control with or without anti-SIRPA blocking antibodies (*n* = 3 and 4). **b**, RT–qPCR analysis of the indicated genes. Right, engulfment of Cas-Green^−^ PANC-1-mtdT cells by hiPSC-Macs expressing lenti-human-ID3 (lenti-hID3) or lenti-control. *n* = 4 experiments. **c**, RT–qPCR analysis of chemokines and cytokines in hiPSC-Macs expressing lenti-hID3 or lenti-control, cultured alone or with PANC-1 cells for 48 h. NT denotes macrophages that were not cultured with PANC-1 cells. *n* = 3 experiments. **d**,**e**, Flow cytometry analysis of the proliferation of human CD8^+^ T cells (**d**) and IFNγ expression by human CD8^+^ T cells and CD56^+^ NK cells (**e**) that were cultured with supernatants from hiPSC-Mac–PANC-1 cell cocultures in **c**. *n* = 3 experiments. **f**, Liver pictures and bioluminescence analysis of the liver tumour burden of *Clec4f*^*cre*^*Id3*^*f/f*^ mice 2 weeks after intraportal injection of 1 × 10^6^ KPC-1*-*luci cells and intraportal injection of 1 × 10^6^ BMDMs expressing lenti-control (*n* = 4) or lenti-mId3 cells (*n* = 6) at D7. Scale bars, 1 cm. **g**, C57BL/6J mice received 1 × 10^6^ LLC1-luci cells by intraportal injection at D0, and 1 × 10^6^ BMDMs expressing lenti-control or lenti-mId3, or PBS at D7. Left, bioluminescence analysis of liver tumour burden at D14. *n* = 4 (PBS), *n* = 5 (BMDMs + lenti-control) and *n* = 6 (BMDMs + lenti-mId3). Right, survival analysis. *n* = 6, 5 and 6 mice per group, respectively. **h**, C57BL/6J mice received subcutaneous injection of 1 × 10^6^ B16F10*-*luci*-*tdT cells into the left and right flanks at D0 and intratumour injection of 5 × 10^5^ BMDMs expressing lenti-control or lenti-mId3 cells at D7. At D14, the flank tumour burden was analysed by bioluminescence (*n* = 20 mice per group; left), and the recruitment of NKP46^+^ NK and CD8^+^ T cells (*n* = 7 mice per group; middle) and IFNγ production (*n* = 5 mice per group; right) were analysed using flow cytometry. Statistical analysis was performed using one-way ANOVA (**a**, **c**–**e** and **g** (left)), log-rank (Mantel–Cox) tests (**g** (right)), two-tailed Mann–Whitney *U*-tests (**h**) and unpaired two-tailed *t*-tests (**a**, **b**, **f** and **h**). Data are mean ± s.d. Source Data

## Conserved features of human KCs

Human KCs express higher levels of *ID3* and lower levels of *SIRPA* compared with other monocytes and macrophage subsets^51,52^ (https://www.proteinatlas.org) (Extended Data Fig. 9b). Immunofluorescence analysis of liver metastasis samples from three patients with pancreatic ductal adenocarcinoma (PDAC) showed that human TIM4^+^ KCs are enriched in the peritumoural liver in comparison to in tumour nodules (Extended Data Fig. 9c), as observed in mouse models. Peritumoural human KCs also contained CK19^+^ tumour material (Extended Data Fig. 9d) suggesting engulfment of tumour cells. Moreover, immunofluorescence analysis indicated that peritumoural human KCs expressed CCL3, CCL4 and CCL5 as well as IL-12, IL-15 and IL-18 (Extended Data Fig. 9e). To confirm these findings, we next reanalysed two single-cell RNA sequencing (scRNA-seq) datasets from human PDAC metastatic liver, and human colorectal carcinoma (CRC) metastatic liver (Extended Data Fig. 9f). In both cases, KCs represented the majority of macrophages in normal liver, but a minor subset in tumoural liver (Extended Data Fig. 9f,g), and expressed higher *ID3*, lower *SIRPA* and higher chemokine (*CCL4*,* CCL3*) and cytokines genes (*IL18*) in comparison to CD14^+^TIM4^−^ tumour-associated macrophages (Extended Data Fig. 9h).

## ID3 confers anti-tumour activity

In the context of cancer, the above data together suggested that ectopic expression of ID3 in macrophages with low ID3, high SIRPA and low anti-tumour activity, such as mouse BMDMs or hiPSC-Macs, may endow them with high anti-tumour activity. In support, we found that in vitro ectopic lentiviral-mediated expression of mouse *Id3* in mouse BMDMs resulted in their ability to phagocytose KPC tumour cells comparable to that of SIRPA blockade or of wild-type mouse KCs (Fig. 6a and Extended Data Fig. 10a). Similarly, hiPSC-Macs poorly phagocytose human PANC-1 tumoural cells, but expression of human *ID3* endowed them with the ability to phagocytose PANC-1 cells comparable to that of mouse ID3-expressing macrophages (Fig. 6b). Furthermore, ectopic expression of ID3 in hiPSC-Macs also increased their production of the chemokines CCL3, CCL4 and CCL5, and the cytokines IL-12, IL-15 and IL-18 in response to tumour cells in vitro (Fig. 6c). Finally, supernatants from cocultures of lenti-ID3 hiPSC-Macs and tumour cells were sufficient to trigger the proliferation of CD8^+^ T cells (Fig. 6d), the production of IFNγ by CD8^+^ T cells and NK cells (Fig. 6e), and the production of TNF by CD8^+^ T cells (Extended Data Fig. 10b), whereas the supernatant of lenti-control iPSC-Mac/tumour cell cocultures had little or no effect (Fig. 6d,e and Extended Data Fig. 10b).

We therefore tested the ability of ID3-expressing BMDMs to limit tumour growth in vivo. In the KPC model, we found that intraportal injection of 10^6^ ID3-expressing BMDMs 7 days after intraportal injection of 10^6^ KPC cells in *Clec4f*^*cre*^*Id3*^*f/f*^ mice prevented the growth of liver tumours after 2 weeks (Fig. 6f). Intraportal injection of ID3-expressing BMDMs also prevented the growth of liver tumours in wild-type mice after 2 weeks in the more aggressive LLC model (Fig. 6g). Moreover, a survival analysis in this model indicated that ID3-expressing BMDMs improved the survival of wild-type mice. In the absence of BMDM treatment or with lenti-control BMDMs, wild-type mice required euthanasia within 3 weeks, whereas around half of the mice were alive at 5 weeks after treatment with ID3-expressing BMDMs (Fig. 6g). Finally, in a melanoma model in which B16F10 cells are injected subcutaneously in the two flanks of a wild-type mice, intratumoural injection of ID3-expressing BMDMs, but not control BMDMs, blocked tumour growth in the corresponding flank, but not the contralateral flank (Fig. 6h), and triggered accumulation of activated CD8^+^ T cells and NK cells producing IFNγ and TNF to the B16F10 tumours in the corresponding flank (Fig. 6h and Extended Data Fig. 10c,d). These results show that, in addition to being required for the anti-tumour activity of KCs, expression of *ID3* is also sufficient to endow mouse and human macrophages with a potent, local and innate anti-tumour activity, in vitro and in vivo, against epithelial and melanocytic cancers (Extended Data Fig. 10e).

## Discussion

The role of macrophages in cancer growth and metastasis has been obscured by the transcriptional and functional diversity of tissue macrophages, between and within tissue microenvironments. The recent genetic dissection of tissue macrophage diversity led to the identification of LDFs that may control the differentiation and functions of tissue-specific subsets^24^. The helix-loop-helix transcriptional repressor ID3 is a KC LDF that is preferentially expressed by embryonic macrophage precursors in the liver and is necessary for their differentiation into KCs^24^. ID3 remains expressed at high levels in adult KCs and we show here that it is dispensable for the maintenance or general functions of adult KCs such as survival, anatomical distribution or the ability to uptake small particles such as latex beads from the circulation, but that it controls their activation by live tumour cells and anti-tumour immunity. These results support the hypothesis that expression of macrophage LDFs is not only important for the specification of tissue macrophages from embryonic precursors, but also controls essential tissue-specific functions in adult tissues. Here we show that expression of ID3 by liver-resident KCs is necessary to orchestrate the formation of a peritumoural niche, characterized by a potent phagocytic activity against tumour cells and the recruitment and activation of a lymphoid anti-tumour immune response, which restricts engraftment and growth of a variety of cancer lines in the liver. Moreover, we show that enforced expression of ID3 in other mouse and human macrophages such as iPSC-Macs is also sufficient to endow them with the ability to mount this anti-tumour response.

Mechanistically, ID3 controls the activatory/inhibitory receptor balance, which, in turn, controls KC activation by tumour cells. ID3 directly represses transactivation of the inhibitory receptor *Sirpa* by inhibiting binding of the E-box E2A and the MAP-kinase target ELK1 to the promoter/enhancer regions of the *Sirpa* gene, to a level low enough to allow KC activation by CD47-expressing cancer cells, at least in part through the activating receptor dectin-1. KC activation results in phagocytosis of live tumour cells, recruitment of NK cell and CD8^+^ T cells to the tumour and peritumoural niche through the production of chemokines, and activation of these lymphoid effector cells to proliferate and produce IFNγ and TNF, at least in part through the production of the cytokines IL-12, IL-15 and IL-18 (Extended Data Fig. 10e). As IFNγ stimulates the production of IL-12 by KCs in tumour-bearing mice^41^, a feed-forward loop between ID3-expressing macrophages and effector lymphoid cells may contribute to the anti-tumour effect driven by macrophages. In addition to this non-cognate, or innate, activation of lymphoid cells, ID3-dependent engulfment of tumour cells may also regulate cross-presentation of tumour antigens by macrophages to T cells, although KCs have been consistently shown to be poor cognate antigen-presenting cells^53,54^. Finally, the anti-tumour response of ID3-expressing macrophages is local in a subcutaneous tumour model, although lung and spleen metastases are reduced in a liver metastasis model, which can be attributed to a debulking effect. We also found that ID3 buffers *Sirpa* upregulation by LPS in macrophages, which may be relevant to the phagocytic activity of KCs as the liver drains microbial products from the gut^27^, but may also be of interest for the function of ID3-expressing macrophages in the inflammatory tumour microenvironment.

In summary, here we show that ID3 is a master regulator of the immune response to cancer that is necessary and sufficient to orchestrate a potent local macrophage-driven anti-tumour response, and could be harnessed for the treatment of cancer. Our results suggest that the engineering of ID3-expressing macrophages could be taken into consideration in the design of future therapeutic strategies.

## Methods

### Materials

#### Mice

Animal procedures were performed in adherence with the Institutional Review Board (IACUC 15-04-006) at Memorial Sloan Kettering Cancer Center (MSKCC). *Rosa26*^*LSL-YFP*^ (ref. ^55^), *Rosa26*^*LSL-tdT*^(ref. ^56^), *Flt3*^*cre*^ (ref. ^57^), *Tnfrsf11a*^*cre*^ (ref. ^58^), *Id3*^*f/f*^ (ref. ^59^), *Id3*^*−/−*^ (ref. ^60^), *Cx3cr1*^*gfp/+*^ (ref. ^61^), *CCR2*^*−/−*^(ref. ^30^), *Csf1r*^*f/f*^(ref. ^62^), *Spi1*^*f/f*^(ref. ^63^), *Cxcr4*^*gfp/+*^ (ref. ^64^), *Cxcr4*^*creERT2*^(ref. ^65^), *Clec4f*^*cre-tdT*^(ref. ^25^), *Rosa26*^*LSL-DTR*^(ref. ^66^), *p48*^*cre*^ (ref. ^67^), *Trp53*^*LSL-R172H*^(ref. ^68^), *Kras*^*LSL-G12D*^(ref. ^69^), CD45.1 mice and C57BL/6J mice were purchased from Jackson Lab. Mice were bred under SPF conditions, under a 12 h–12 h light–dark cycle, at around 21–22 °C with 30–70% humidity. A list of mouse strains and the genotyping protocol is provided in Supplementary Data 4.

#### Human tissue samples

All of the procedures performed in studies involving human participants were conducted according to the Declaration of Helsinki. Human tissues were obtained with patient-informed consent and used under approval by the Institutional Review Boards from Memorial Sloan Kettering Cancer Center (IRB protocols, 15-021).

A list of the reagents, plasmids, antibodies and qPCR primers purchased and used in this study is provided in Supplementary Data 5.

#### Mouse cell lines

KPC-1 and KPC-2 cell lines^70^ were obtained from pancreas tissue from *p48*^*cre*^*Trp53*^*LSL-R172H*^*Kras*^*LSL-G12D*^ mice^71^. Pan02^72,73^ (DCTD Tumour Repository) cells were provided by D. Lyden. The Colon adenocarcinoma cell line MC38^73,74^ and melanoma cell line B16F10^75^ (ATCC, CRL-6475 was a gift from J. D. Wolchok). Lewis lung carcinoma line LLC1 cells^76^ (ATCC, CRL-1642) were purchased from ATCC. KPC-1, KPC-2 and PANC-1 cells were cultured in DMEM (Gibco) supplemented with 10% fetal bovine serum, 100 U ml^−1^ penicillin and 100 μg ml^−1^ streptomycin (Invitrogen). Panc02 cells, LLC1 cells, MC38 cells and B16F10 cells were cultured in RPMI 1640 (Gibco) supplemented with 10% fetal bovine serum, 100 U ml^−1^ penicillin and 100 μg ml^−1^ streptomycin (Invitrogen) and incubated at 37 °C in 5% CO_2_.

#### Mouse primary cells

Mouse BMDMs were obtained as follows. Femur, tibia and iliac bones from C57BL/6J mice were flushed with PBS, red blood cells were lysed using red blood cell lysis buffer (eBioscience) and bone marrow cells were seeded per 15 cm non-tissue culture plate in DMEM (Thermo Fisher Scientific) with 10% FBS (Thermo Fisher Scientific), 20 ng ml^−1^ M-CSF (315-02-50ug, PeproTech), 100 U ml^−1^ penicillin–streptomycin (Thermo Fisher Scientific) for 7 days.

#### Mouse splenic NK cells

Mouse splenic NK cells were obtained as follows. Splenic cell suspensions from C57BL/6J mice were dissociated and passed through a 100 μm cell strainer (BD), red blood cells were lysed using red blood cell lysis buffer (eBioscience) and resuspended in 50 μl of blocking buffer containing anti-mouse CD16/32 antibodies (1:100) for 15 min at 4 °C, followed by staining with PE-anti-NKP46 antibodies for 30 min at 4 °C and anti-PE microbeads (Miltenyi Biotec) for 30 min at 4 °C, respectively. NKP46^+^ NK cells were isolated by passing stained samples through the Miltenyi Biotec Magnetic separation system using LS columns according to the manufacturer’s instructions.

#### Human cell lines

PANC-1 cells^77^ (ATCC, CRL-1469) were purchased from ATCC. Human macrophages were obtained from hiPS cell lines derived from frozen peripheral blood mononuclear cells of two independent healthy donors. Written informed consent was obtained according to the Helsinki convention. The study was approved by the Institutional Review Board of St Thomas’ Hospital; Guy’s hospital; the King’s College London University and the Memorial Sloan Kettering Cancer Center. hiPS cells were derived according to published protocols^78^ using Sendai viral vectors (Thermo Fisher Scientific; A16517). Newly derived iPS cell clones were maintained in culture for 10 passages (2–3 months) to remove any traces of Sendai viral particles and ensure that the cells remain stable during a prolonged culturing period. Over 90% of iPSCs in the derived lines expressed high levels of the pluripotency markers NANOG and OCT4, as determined using flow cytometry. Karyotyping analysis showed a normal karyotype (46, XX). iPS cell lines tested negative for mycoplasma contamination using MycoAlert Plus kit (Lonza). iPS cell clones that passed all of the quality-control checks were frozen down and used for downstream experiments. hiPS cells were maintained on irradiated CF1 mouse embryonic fibroblasts (MEFs; Thermo Fisher Scientific; A34181) in embryonic stem (ES) cell medium supplemented with 10 ng ml^−1^ basic fibroblast growth factor (bFGF, Peprotech; 100-18B). The medium was changed every other day. Passaging was performed every 7 days at 1/4–1/6 dilution ratio depending on colony size. During passaging, iPS cells were detached as clusters by incubation for 13 min at 37 °C with collagenase type IV (250 UI ml^−1^ final concentration) (Thermo Fisher Scientific; 17104019) and were pelleted at room temperature by centrifugation at 150*g*.

#### hiPSC-Macs

iPS cell clusters were resuspended in ES cell medium supplemented with 10 ng ml^−1^ bFGF (Peprotech; 100-18B) and plated onto NUNC plates containing 12,500 to 16,000 MEFs per cm^2^. hiPSC-Macs were obtained using a previously published protocol^79^, modified as follows. At day 0 of differentiation, expanded hiPS cells were detached as described above and transferred (from a 150 mm plate, to four wells) for cultivation in six-well low-adhesion plates in ES cell medium supplemented with 10 μM ROCK inhibitor (Sigma-Aldrich; Y0503). The plates were kept on an orbital shaker at 100 rpm for 6 days to allow for the spontaneous formation of embryoid bodies with haematopoietic potential. At day 6 of differentiation, 200–500 μm cystic embryoid bodies were picked under a dissecting microscope and transferred onto adherent tissue culture plates (around 2.5 embryoid bodies per cm^2^) for cultivation in HD medium. At day 18 of differentiation, macrophages produced by embryoid bodies were collected from suspension and cultivated on tissue culture plates at a density of around 10,000 cells per cm^2^ in MC medium for 6 days in before use for downstream experiments. All cells were cultured at 37 °C, 5% CO_2_, in standard tissue culture incubators.

### Human primary cells

#### Human NK cells

Human NK cells (IQ Biosciences, IQB-Hu1-NK5) were cultured in NK MACS medium (Miltenyi Biotec) supplemented with 10% heat-inactivated pooled human AB serum (Sigma-Aldrich), 100 U ml^−1^ penicillin and 100 μg ml^−1^ streptomycin (Invitrogen) and 20 ng ml^−1^ hIL-2 incubated at 37 °C in 5% CO_2_.

#### Human CD8 T cells

Human CD8 T cells (IQ Biosciences, IQB-Hu1-CD8T10) were cultured with RPMI supplemented with 10% heat-inactivated pooled human AB serum, 100 U ml^−1^ penicillin and 100 μg ml^−1^ streptomycin and 20 ng ml^−1^ hIL-2 incubated at 37 °C in 5% CO_2_.

### Methodology

#### In vivo treatment with DT, CSF1R inhibitor, phosphatidylserine blockade, SIRPA blocking antibodies, and NK and CD8 T cell blocking antibodies

For DT-mediated depletion of KCs, *Clec4f*^*cre*^*Rosa26*^*LSL-DTR*^ mice and *Rosa26*^*LSL-DTR*^ mice were intraperitoneally injected with 100 ng DT (D0564-1MG, Sigma-Aldrich) as a single dose or weekly injections^25^, as indicated in the figure legends for the corresponding experiments. The efficiency of KC depletion was determined in Extended Data Fig. 1j.

For CSF1R inhibitor treatment with PLX5622^31^, C57BL/6J mice were fed ad libitum with PLX5622-impregnated chow (1,200 mg per kg, provided by Plexxicon) or control chow 2 weeks before injection of tumour cells.

For the SIRPA blockage assay, *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates were intraperitoneally injected with control IgG (HRPN, BioXcell) or 250 μg anti-SIRPA (P84, BioXcell) 2 days before and every 2 days after tumour cell injection.

For phosphatidylserine blockade^80^, C57BL/6J mice were injected i.v. with PBS or 1 μg MFG-E8(D89E)^81^ (gift from S. Nagata), 6 h before injection of tumour cells.

For NK cell and CD8 T cell depletion, 8–12-week-old *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates were intraperitoneally injected with control IgG (HRPN, BioXcell), or 200 μg anti-NK1.1 (BE0036, BioXcell) and 200 μg anti-CD8 (BP0061, BioXcell) 1 day before tumour injection and every 4 days afterwards.

#### Metastasis-initiating cell assays

##### In vitro oncosphere formation

Sphere-formation assays^82^ were performed by sorting 1,000 CD9^+^CD133^+^ KPC-1 cells per well and 1,000 CD9^−^CD133^−^ KPC-1 cells per well and plating them in ultra-low-attachment 96-well plates (Corning) in DMEM/F-12 medium supplemented with B-27 serum (1:50, Invitrogen), 20 ng ml^−1^ bFGF (R&D Systems) and 50 U ml^−1^ penicillin–streptomycin for a total of 7 days. Images were acquired using the Leica DM IL inverted phase-contrast microscope with Leica application SuiteX software and quantified using ImageJ.

##### In vivo metastasis assay

In vivo metastasis assays were performed by sorting 5 × 10^4^ or 2 × 10^5^ CD47^bright^CD9^+^CD133^+^ tumour cells and CD47^low^CD9^low^CD133^low^ tumour cells from KPC-1-GFP tumour cells, followed by intraportal injection into C57BL/6J mice for 1 week. Metastatic potential was determined by bioluminescence imaging analysis (see the ‘Short-term liver metastasis model (intraportal injection of tumour cell lines)’ section below).

#### Transduction of mouse and human tumour cell lines

To generate luci-tdT-, luci-GFP- and mtdT-expressing tumour cell lines, KPC-1, KPC-2, PAN02, MC38, B16F10 and LLC1 cells were seeded at a density of 5 × 10^5^ cells per well in six-well culture plates. Lentiviral supernatant carrying the *luciferase-gfp* gene (plasmid pFUGW-FerH-ffLuc2-eGFP, Addgene, 71393) or the *luciferase-tdT* gene (plasmid pUltra-Chili-Luc, Addgene, 48688) and 10 µg ml^−1^ polybrene (Millipore-Sigma) were added to the tumour cell culture medium for 12 h. The medium was then replaced and, 72 h later, GFP^+^ or tdT^+^ tumour cells were FACS-sorted three times before in vivo injection in mice.

To generate mtdT-expressing tumour cells*,* KPC-1 and PANC-1 cells were seeded at a density of 5 × 10^5^ cells per well in a six-well culture plate. The lentiviral supernatant carrying retroviruses expressing the *mtdT* gene (plasmid pQC membrane tdTomato IX, Addgene, 37351) and 10 µg ml^−1^ polybrene (Millipore-Sigma) were added to the tumour cell culture medium for 12 h. The medium was then replaced and, 72 h later, tdT^+^ tumour cells were FACS-sorted three times before use in experiments.

To generate *Cd47*-KO KPC tumour cells, sgRNAs targeting *Cd47* sequence, sgCD47 5′-CCTTGCATCGTCCGTAATG-3′^83^ were cloned into pSpCas9(BB)-2A-Puro (PX459) V2.0 (Addgene, 62988) according to the Addgene cloning protocol. To establish *Cd47*-KO KPC cell line, electroporation of pSpCas9-sgCD47 plasmid into 1 × 10^6^ KPC-1-luci-tdT cells was performed according to the Neon Transfection System protocol. Cells were FACS-sorted based on the loss of CD47 staining with anti-mouse CD47-AF647 antibodies (1:200, BioLegend) for three rounds to get pure populations of *Cd47*-KO cells.

#### Transduction of macrophages

For lentiviral transduction of BMDMs, BMDMs were seeded at a density of 1 × 10^6^ cells per well of six-well plate after 5 days culture of bone marrow cells. Lentiviral supernatant carrying control, mouse *Id3* gene, mouse shMYC, shHES1, shE2A, shELK1, scramble (Santa Cruz) and 10 µg ml^−1^ polybrene (Millipore-Sigma) were added to BMDM culture medium for 12 h. The medium was then replaced and, 48 h later, transduced cells were selected with 2 μg ml^−1^ puromycin for 4 days. The transduced BMDMs were analysed by FACS, RT–qPCR, time-lapse imaging or in vivo rescue experiments.

For lentiviral transduction of KCs, KCs were seeded at a density of 8 × 10^5^ cells per well of six-well plates in the presence of 20 ng ml^−1^ M-CSF and transduced with lentiviral supernatant carrying control, mouse shE2A, shELK1, VPX supernatant (pSIV3-VPX plasmids, a gift by M. Ménager) and 10 µg ml^−1^ polybrene for 12 h. The medium was then replaced and, 48 h later, transduced cells were selected with 1 μg ml^−1^ puromycin for 3 days. The transduced KCs were analysed by FACS.

For Lentiviral transduction of hiPSC-Macs, hiPSC-Macs were seeded at a density of 5 × 10^5^ cells per well of a six-well plate in the presence of 20 ng ml^−1^ M-CSF and transduced with lentiviral supernatant carrying control, human *ID3* gene, VPX supernatant and 10 µg ml^−1^ polybrene for 12 h. The medium was then replaced and, 48 h later, transduced cells were selected with 1 μg ml^−1^ puromycin for 3–4 days. The transduced hiPSC-Macs were analysed by RT–qPCR and time-lapse imaging.

#### Flow cytometry, cell sorting and cell counting

##### Blood and BM cell preparation

Mouse blood cells were obtained as follows. Mice were anaesthetized by intraperitoneal injection of ketamine/xylazine/acepromazine anaesthesia cocktail. Blood were collected using the cardiac puncture approach. In brief, mice were placed on their back and the needle of 1 ml syringes was inserted (pretreated with 1 ml 100 mM EDTA buffer) under the rib cage. The plunger was gently pulled to collect blood. Red blood cells were lysed using red blood cell lysis buffer (eBioscience). Mouse bone marrow cells were obtained as follows. The femur, tibia and iliac bones from mice were flushed with PBS, and red blood cells were lysed using red blood cell lysis buffer.

##### Tissue cell suspension preparation

Mice were perfused with 10 ml PBS under terminal anaesthesia, tissue samples were minced into small pieces and incubated in digestion buffer containing 1× PBS, collagenase D (1 mg ml^−1^, Sigma-Aldrich), dispase (2.4 mg ml^−1^, Thermo Fisher Scientific), DNase (0.2 mg ml^−1^, Sigma-Aldrich) and 3% heat-inactivated fetal bovine serum (FBS, Invitrogen) for 30 min at 37 °C. Cells suspensions were dissociated and passed through a 100 μm cell strainer (BD) and resuspended in 50 μl of blocking buffer containing 1× PBS, 0.5% BSA, 2 mM EDTA, anti-mouse CD16/32 (1:100), 5% normal rat, 5% normal mouse and 5% normal rabbit serum (Jackson ImmunoResearch) for 15 min at 4 °C. The samples were stained with the indicated antibodies (a list of which is provided in Supplementary Data 5; 1:200) for 30 min at 4 °C. Flow cytometry was performed using the BD Biosciences LSR Fortessa flow cytometer with Diva software. All data were analysed using FlowJo v.10.6 (Tree Star).

##### Staining and gating strategies

Mouse liver macrophage/myeloid cell panels were as follows: Pop1 macrophages, Hoechst^−^CD45^+^CD3^−^CD19^−^Nkp46^−^Ly6G^−^F4/80^+^TIM4^+^; Pop2 macrophages, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^Ly6G^−^F4/80^+^TIM4^−^MHCII^+^; Pop3 myeloid cells, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^Ly6G^−^F4/80^+^TIM4^−^MHCII^−^. KC subsets: KC subset 1, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^Ly6G^−^F4/80^+^TIM4^+^CD206^+^; KC subset 2, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^Ly6G^−^F4/80^+^TIM4^+^CD206^high^. Other mouse macrophage panels were as follows: kidney macrophages, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^CD11b^low^F4/80^bright^. Brain macrophages, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^CD11b^+^F4/80^+^. Lung alveolar macrophages, Hoechst^−^CD45^+^CD11b^−^CD11c^+^CD64^+^SIGLECF^+^. Lung interstitial macrophages, Hoechst^−^CD45^+^CD11b^+^Ly6G^−^CD64^+^. Skin macrophages, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^CD11b^+^F4/80^+^. Spleen RPM, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^CD11b^low^F4/80^+^. Pancreas macrophages, Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^F4/80^+^. Mouse myeloid cells panels were as follows: cDC1, Hoechst^−^CD45^+^F4/80^−^Ly6G^−^CD11b^−^CD11c^+^MHCII^+^. cDC2, Hoechst^−^CD45^+^F4/80^−^Ly6G^−^CD11b^+^CD11c^+^MHCII^+^. Ly6C^+^ monocytes (blood), Hoechst^−^CD3^−^CD19^−^NKP46^−^CD11b^+^CD115^+^Ly6C^+^. Ly6C^+^ monocytes (spleen, liver), Hoechst^−^CD45^+^CD3^−^CD19^−^NKP46^−^F4/80^−^Ly6G^−^CD11b^+^Ly6C^high^. Ly6G^+^ granulocytes (blood), Hoechst^−^CD3^−^CD19^−^NKP46^−^Ly6G^+^. Ly6G^+^ granulocytes (spleen, liver), Hoechst^−^CD45^+^CD3^−^CD19^−^F4/80^−^Nkp46^−^F4/80^−^Ly6G^+^. Mouse lymphocyte panels were as follows: NKT cells (liver), Hoechst^−^CD45^+^F4/80^−^TCRβ^+^CD1dTetramers^+^; γδT cells (liver), Hoechst^−^CD45^+^F4/80^−^CD3^+^TCRβ^−^TCRγδ^+^; CD3^+^ T cells (spleen, liver), Hoechst^−^CD45^+^F4/80^−^CD3^+^. CD8^+^ T cells (spleen, liver), Hoechst^−^CD45^+^F4/80^−^CD3^+^CD8^+^; CD4^+^ T cells (spleen, liver), Hoechst^−^CD45^+^F4/80^−^CD3^+^CD4^+^; CD19^+^ cells (spleen, liver), Hoechst^−^CD45^+^F4/80^−^CD3^−^CD19^+^; NKP46^+^ cells (spleen, liver), Hoechst^−^CD45^+^F4/80^−^CD3^−^NKP46^+^. CD3^+^ T cells (blood), Hoechst^−^Ly6G^−^NKP46^−^CD19^−^CD3^+^. CD8^+^ T cells (blood), Hoechst^−^Ly6G^−^Nkp46^−^CD19^−^CD3^+^CD8^+^; CD4^+^ T cells (blood), Hoechst^−^Ly6G^−^NKP46^−^CD19^−^CD3^+^CD4^+^; CD19^+^ cells (blood), Hoechst^−^Ly6G^−^NKP46^−^CD19^+^; NKP46^+^ cells (blood), Hoechst^−^Ly6G^−^CD19^−^CD3^−^Nkp46^+^. Mouse bone marrow panels were as follows: long-term HSCs (LT-HSCs), Hoechst^−^CD3^−^CD19^−^NKP46^−^Ly6G^−^Kit^+^SCA1^+^CD150^+^CD48^−^; short-term HSCs (ST-HSCs), Hoechst^−^CD3^−^CD19^−^NKP46^−^Ly6G^−^Kit^+^SCA1^+^CD150^−^CD48^−^; multipotent progenitors (MPPs), Hoechst^−^CD3^−^CD19^−^NKP46^−^Ly6G^−^Kit^+^SCA1^+^CD150^−^CD48^+^. Human lymphocyte intracellular staining panels were as follows: CD8^+^ T cells, Hoechst^−^CD8^+^IFNγ^+^TNF^+^. CD56^+^ NK cells, Hoechst^−^CD56^+^IFNγ^+^. See Supplementary Figs. 1–3 and Supplementary Tables 1 and 2.

##### Cell counting

Cells number was assessed using a cell counter (GUAVA easyCyte HT).

##### Cell sorting

Cell sorting was performed using the Aria III BD cell sorter. Single live cells were gated on DAPI^−^ and using forward scatter width (FSC-W) and FSC-A to exclude doublets.

#### Cytokine intracellular staining

For IFNγ and TNF intracellular staining in CD8^+^ and CD8^−^ T cells, mouse liver cell suspension, and human CD8^+^ T cells were treated with a cocktail of phorbol 12-myristate 13-acetate (PMA), ionomycin, brefeldin A and monensin (Thermo Fisher Scientific) for 4–12 h. Staining for IFNγ and TNF was performed using the eBioscience Transcription Factor Staining kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. IFNγ and TNF production were analysed by flow cytometry.

IFNγ intracellular staining of mouse splenic NK cells and human CD56^+^ NK cells was performed using the eBioscience Transcription Factor Staining kit according to the manufacturer’s instructions. IFNγ production was analysed using flow cytometry.

##### Lineage tracing of bone-marrow-derived cells using genetic labelling

Bone-marrow-derived cells are labelled in *Cxcr4*^*gfp/+*^and *Cx3cr1*^*gfp/+*^ mice, and by a single injection of 4-OH TAM (37.5 mg per kg body weight) supplemented with progesterone (18.75 mg per kg body weight) in 6-week-old *Cxcr4*^*creERT2*^*Rosa26*^*LSL-tdT*^mice (ref. ^65^) (Extended Data Fig. 2k,o). *Cxcr4*^*gfp/+*^ and *Cx3cr1*^*gfp/+*^ mice, and *Cxcr4*^*creERT2*^*Rosa26*^*LSL-tdT*^ mice 2 weeks after 4-OH TAM injection, were injected with 1 × 10^6^ KPC-1 cells through the portal vein and euthanized 2 weeks later for the analysis of tdT^+^ cells, YFP^+^ cells or GFP^+^ cells among liver macrophage subsets.

#### Parabiosis

##### Generation of CD45.2 *Id3*^*+/+*^/CD45.1 and CD45.2 *Id3*^*−/−*^/CD45.1 parabionts

Female 6–8-week-old CD45.2 *Id3*^*+/+*^ and CD45.2 *Id3*^*−/−*^ host parabionts were generated with age- and weight-matched female CD45.1 mice through parabiosis surgery described previously^84^. Mice were maintained on a trimethoprim/sulfamethoxazole diet after surgery to minimize infection. After 8 weeks, parabiotic mice were separated and perfused with phosphate-buffered saline (PBS). Partner-derived CD45.1^+^ cells in TIM4^+^ KCs were determined by flow cytometry analysis.

##### Generation of CD45.2/CD45.1 parabionts

Female 6–8-week-old congenic CD45.1 and CD45.2 mice were connected through parabiosis surgery. After 8 weeks, CD45.2 parabionts were injected with 1 × 10^6^ KPC-1-luci-tdT cells through the portal vein to induce liver metastasis. Liver samples were collected 2 weeks after tumour injection. Flow cytometry and immunofluorescence imaging were performed to analyse liver macrophage exchange ratios.

#### RT–qPCR

Mouse KCs and BMDMs and human iPSC-macrophages were lysed directly on tissue culture plates and RNA was extracted using the quick-RNA Microprep kit (Zymo research; R1050) in accordance with manufacturer’s instructions. cDNA preparation was performed using Quantitect Reverse transcription kit (Qiagen; 205313) according to the manufacturer’s protocol. RT–qPCR was performed on the Quant Studio 6 Flex System with 10 ng cDNA per reaction using probes (Supplementary Data 5) and TaqMan Fast Advance Mastermix (Thermo Fisher Scientific; 4444557), or PowerUp SYBR Green Master Mix (Thermo Fisher Scientific; A25742), according to the manufacturer’s instructions. Expression values for each tested gene relative to a *GAPDH* endogenous control were calculated using the ΔΔ*C*_t_ method according to the formula: $${2}^{-({{\rm{C}}}_{{t}_{{\rm{t}}{\rm{e}}{\rm{s}}{\rm{t}}{\rm{g}}{\rm{e}}{\rm{n}}{\rm{e}}}}-{{\rm{C}}}_{{t}_{GAPDH}})}$$.

#### Cytology

Cytospin preparation was performed using Cytospin 3 (Thermo Fisher Scientific, Shandon) and Cytofunnels (Thermo Fisher Scientific, BMP-CYTO-DB25) by centrifuging sorted cells onto Super-frost slides (Thermo Fisher Scientific, 12-550-15) at 800 rpm for 10 min (medium acceleration). The slides were air-dried for at least 30 min and fixed for 10 min in 100% methanol (Thermo Fisher Scientific, A412SK-4). Methanol-fixed cells were stained in 50% May–Grünwald solution (Sigma-Aldrich, MG500-500mL) for 5 min, 5% Giemsa (Sigma-Aldrich, 48900-500mL-F) for 15 min and washed with Sorensons buffered distilled water (pH 6.8) three times for 2 min after each staining. Slides were mounted with Entellan New (Millipore, 1079610100) after air-drying, representative pictures were taken using an Axio Lab.A1 microscope (Zeiss) under a N-Achroplan ×100/01.25 objective.

#### Bioluminescence imaging

Depending on the experiment, bioluminescence imaging was conducted either on isolated organs (ex vivo) in long-term orthotopic pancreatic tumour experiments, or in anaesthetized mice (in vivo) in short-term models (below) on the In ViVo Imaging System spectrum (Perkin Elmer). Quantification of bioluminescence images was performed using LivingImage (v.2.60.1; Perkin Elmer). Photoradiance was measured as photons s^−1^ cm^−2^ sr^−1^.

#### Immunofluorescence and whole-mount imaging

##### Immunofluorescence imaging of mouse liver

Mice were perfused with 10 ml PBS, liver samples were dissected and fixed overnight at 4 °C with PLP fixative in phosphate buffer^84^. After the PBS wash, livers were dehydrated in 30% sucrose in PBS and embedded in OCT. Cryoblocks were cut at a thickness of 16 μm and blocked with PBS containing 5% normal goat serum (Jackson ImmunoResearch), 1% BSA and 0.3% Triton X-100 (Sigma-Aldrich) for 1 h at room temperature. The samples were incubated with anti-mouse-F4/80-eF450/AF647/AF488/eF570 (1:200, BM8, eBioscience), anti-mouse TIM4-AF647/PE (1:200, RMT4-54, BioLegend), anti-mouse CD45.1-AF488 (1:200, A20, BioLegend), chicken-anti-GFP (1:500, A10262, Invitrogen, recognize YFP), rabbit-anti-RFP (1:200, 600-401-379, Rockland), goat-anti mouse CLEC4F (1:200, AF2784, R&D Systems), anti-mouse CCL3 (1:200, 50-7532-82, Thermo Fisher Scientific), anti-mouse CCL4 (1:200, AF-451-NA, Thermo Fisher Scientific), anti-mouse CCL5 (1:200, 701030, Thermo Fisher Scientific), anti-mouse IL-12P70 (1:200, MM121B, Thermo Fisher Scientific), anti-mouse IL-15 (1:200, AF447-SP, Thermo Fisher Scientific), anti-mouse IL-18 (1:200, PA5-79481, Thermo Fisher Scientific) antibodies for 2 h at room temperature. Secondary antibody staining using anti-chicken-Alexa Fluor 488 (1:500; a11039, Thermo Fisher Scientific), anti-rabbit-Alexa Fluor 555 (1:500, A32794, Thermo Fisher Scientific), anti-rabbit-Alexa Fluor 647 (1:500, A32795, Thermo Fisher Scientific), anti-goat-Alexa Fluor 555 (1:500, a32816, Thermo Fisher Scientific), anti-goat-Alexa Fluor 647 (1:500, a21447, Thermo Fisher Scientific), anti-goat-Alexa Fluor 488 (1:500, a32814, Thermo Fisher Scientific), anti-sheep-Alexa Fluor 568 (1:500, A21099, Thermo Fisher Scientific), Streptavidin-Alexa Fluor 647 (1:500, 405237, BioLegend) were performed for 1 h at room temperature. Nuclei were counterstained with DAPI (Invitrogen). The sections were mounted with Fluoromount-G (eBiosciences). Images were acquired on a Zeiss LSM880 confocal microscope using an oil-immersion ×40/1.4 NA objective.

##### Immunofluorescence imaging of the metastatic liver of human patients with PDAC

Metastatic liver samples of human patients with PDAC were embedded in OCT. Cryoblocks were cut at a thickness of 16 μm, fixed with 4% paraformaldehyde (PFA) for 30 min, blocked with PBS containing 5% normal goat serum (Jackson ImmunoResearch), 1% BSA and 0.3% Triton X-100 (Sigma-Aldrich) for 1 h.

The samples were incubated with anti-human CD14-AF488 (1:200, BD), sheep-anti-human CK19 (1:200, AF3506, R&D Systems), rabbit-anti-human TIM4 (1:200, PA5-53346, Thermo Fisher Scientific), goat-anti-human IL-12 (1:200, AF-219-NA, R&D Systems), goat-anti-human IL-18 (1:200, AF2548, R&D Systems), mouse-anti-human IL-15 (1:200, MAB2471, R&D Systems), goat-anti-human CCL3 (1:200, AF-270-NA, R&D Systems), goat-anti-human CCL4 (1:200, AF-271-NA, R&D Systems) and goat-anti-human CCL5 (1:200, AF-278-NA, R&D Systems) antibodies for 2 h at room temperature. The samples were then incubated with anti-rabbit-Alexa Fluor 647 (1:500, A32795, Thermo Fisher Scientific), anti-rabbit-Alexa Fluor 555 (1:500, A32794, Thermo Fisher Scientific), anti-sheep-Alexa Fluor 568 (1:500, A21099, Thermo Fisher Scientific), anti-goat-Alexa Fluor 647 (1:500, a21447, Thermo Fisher Scientific) and anti-mouse-Alexa Fluor 555 (1:500, A-31570, Thermo Fisher Scientific) for 1 h. Nuclei were stained with DAPI for 10 min. Sections were mounted with Fluoromount-G (eBiosciences). Images were acquired on a Zeiss LSM880 confocal microscope using an oil-immersion ×40/1.4 NA objective.

##### Whole-mount immunofluorescence imaging of mouse liver

Liver pieces were fixed in 4% PFA diluted in PBS for 30 min at room temperature with agitation. The samples were permeabilized with 1× PBS containing 0.3% Triton X-100, 4% BSA for 1 h at room temperature and incubated with an anti-F4/80-eF450 (1:100, eBioscience), anti-TIM4-AF647 (1:100, BioLegend) antibody mix for 2 h at room temperature. Data were acquired using the LSM880 Zeiss microscope. Imaris v.9.3.1 (Bitplane) was used to analyse the acquired images.

#### Quantification of chemokines/cytokines and tumour materials relative MFI in KCs

##### Quantification of tdT relative MFI in tdT^+^ KC lysosomes

Immunofluorescence staining for F4/80, TIM4, LAMP1^+^ and tdT was performed on frozen liver sections from C57BL/6J mice 2 weeks after intraportal injection of 1 × 10^6^ KPC-1*-*tdT cells. Images were acquired on the Zeiss LSM880 confocal microscope. Imaris v.9.3.1 (Bitplane) was used to reconstruct the 3D surface of LAMP1^+^ lysosome or 97.5 μm^2^ non-LAMP1^−^ region in tdT^+^ KCs. The tdT relative mean fluorescence intensity (MFI) in LAMP1^+^ lysosomes was determined by normalizing to a non-LAMP1^−^ region MFI of 1.

##### Quantification of chemokine/cytokine relative MFI in mouse KCs

Immunofluorescence staining for CCL3, CCL4, CCL5, IL-12P70, IL-15, IL-18, GFP, F4/80 and TIM4 was performed on frozen liver sections from C57BL/6J mice, *Clec4f*^*cre*^*Id3*^*f/f*^ mice and *Id3*^*f/f*^ littermates 2 weeks after intraportal injection of 1 × 10^6^ KPC-1-GFP cells. Images were acquired on the Zeiss LSM880 confocal microscope. Imaris v.9.3.1 (Bitplane) was used to reconstruct the 3D surface of F4/80^+^TIM4^+^ KCs. Chemokine/cytokine relative MFI in F4/80^+^TIM4^+^ KCs was determined by normalizing to an MFI of 1 in the tumour-free region (distance from tumour > 50 μm) in C57BL/6J mice or *Id3*^*f/f*^ mice.

##### Quantification of chemokine/cytokine and CK19^+^ tumour material relative MFI in human KCs

Immunofluorescence staining for CCL3, CCL4, CCL5, IL-12, IL-15, IL-18, CK19, CD14 and TIM4 on frozen liver sections from human patients with PDAC metastatic liver. Images were acquired on the Zeiss LSM880 confocal microscope. Imaris v.9.3.1 (Bitplane) was used to reconstruct the 3D surface of CD14^+^TIM4^+^ KCs. The chemokine/cytokine and CK19^+^ tumour material relative MFI in CD14^+^TIM4^+^ KCs was determined by normalizing to a background MFI of 1.

#### Tumour growth, metastasis and rescue models

##### Endogenous KPC model

KPC mice heterozygous for *p48*^*cre*^, *Trp53*^*LSL-R172H*^ and *Kras*^*LSL-G12D*^ alleles^71^ were generated by crossing *p48*^*cre*^ (ref. ^67^), *Trp53*^*LSL-R172H*^ (ref. ^68^) and *Kras*^*LSL-G12D*^(ref. ^69^) mice under SPF conditions. KPC mice were monitored on a regular basis to check for symptoms of abdominal distension; moribund animals were euthanized by CO_2_ asphyxiation according to IACUC guidelines. Mice were euthanized at 6 months and livers were collected and fixed as described above. Quantification of CK19^+^ tumour material, chemokine and cytokine relative MFI was performed as follows. Frozen liver sections from KPC mice and control (*Kras*^*LSL-G12D*^*Trp53*^*LSL-R172H*^) mice were subjected to immunofluorescence staining for CCL3, CCL4, CCL5, IL-12P70, IL-15, IL-18, CK19, F4/80 and TIM4. Images were acquired on the Zeiss LSM880 confocal microscope. Imaris v.9.3.1 (Bitplane) was used to reconstruct the 3D surface of F4/80^+^TIM4^+^ KCs. CK19^+^ tumour material, chemokine and cytokine relative MFI in F4/80^+^TIM4^+^ KCs was determined by normalization to *Kras*^*LSL-G12D*^*Trp53*^*LSL-R172H*^ mice MFI of 1.

#### Long-term orthotopic pancreatic tumour model

Orthotopic injection of pancreatic cell lines into the pancreas was performed according to a published protocol^85^. Mice were anaesthetized under isoflurane gas, sterile sharp scissors were used to cut a single incision off the abdominal skin and muscle above the pancreas, the pancreas was gently positioned to allow slow injection into the pancreas of 2 × 10^5^ KPC-2-luci-tdT or 2 × 10^5^ KPC-2-luci-GFP cells per mouse, resuspended in 50 μl of PBS and Matrigel (354234, corning) at 2/1 ratio using 31 G insulin syringes (BD). The pancreas was gently placed back into the abdominal cavity. The muscle layer was closed using sterile absorbable vicryl suture (J463G, Ethicf on). Skin edges were closed with sterile 9 mm wound clips (Braintree Scientific). Then, 8 weeks after pancreatic orthotopic injection, the mice received retro-orbital injection of 1 mg d-luciferin (Goldbio Technology) in 100 μl sterile water, and the liver, spleen, lungs and pancreas were dissected for ex vivo analysis by bioluminescence imaging. Livers were collected and fixed as described above, and the percentage of tdT^+^TIM4^+^ cells in TIM4^+^ KCs was analysed by whole-mount imaging as described in the ‘Whole-mount immunofluorescence imaging of mouse liver’ section. (Extended Data Fig. 3f).

##### Conditional depletion of KCs by DT

For conditional depletion of KCs by DT, in the indicated experiments, *Clec4f*^*cre*^*Rosa26*^*LSL-DTR*^ and *Rosa26*^*LSL-DTR*^ littermates received weekly intraperitoneal injection of 100 ng DT, starting 1 week after pancreatic orthotopic injection of tumour cells.

#### Short-term liver metastasis model (intraportal injection of tumour cell lines)

In total, 1 × 10^6^ KPC-1-luci-GFP cells, 5 × 10^5^ B16F10-luci-GFP cells, 1 × 10^6^ LLC1-luci-GFP cells, 1 × 10^6^ MC38-luci-GFP cells, or 1 × 10^6^ KPC-1-luci-tdT cells, 5 × 10^5^ B16F10-luci-tdT cells, 1 × 10^6^ LLC1-luci-tdT cells or 1 × 10^6^ Pan02-luci-tdT cells were resuspended in 50 μl PBS. Mice were anaesthetized with isoflurane gas and sterile sharp scissors were used to cut a single incision off the abdominal skin and muscle. While holding the median side of the incision aside with forceps, including the skin and peritoneal lining, a sterile cotton swab was used to carefully pull the large and small intestines out until the portal vein is visualized. After covering the intestines with the sterile gauze soaked in sterile PBS, a 31 G needle (BD) loaded with tumour cells was inserted into the portal vein below the liver and the full volume (50 µl) was slowly injected. The needle was then removed while simultaneously placing a sterile cotton tip applicator on the vein with pressure, for 5 min, to keep the injection site intact. The internal organs were gently placed back into the abdominal cavity. The muscle layer was closed using sterile absorbable vicryl suture (J463G, Ethicon). Skin edges were closed with sterile 9 mm wound clips (Braintree Scientific). Tumour-bearing mice were analysed as follows.

##### Conditional depletion of KCs by DT

In the indicated experiments, *Clec4f*^*cre*^*Rosa26*^*LSL-DTR*^ and *Rosa26*^*LSL-DTR*^ littermates received intraperitoneal injection of 100 ng DT before and/or after the tumour cell grafts as described above.

##### Survival experiments

In the indicated experiments, the cohort of tumour-bearing mice was examined by a veterinarian twice a week for 5 weeks. Moribund animals were determined by the veterinarian and euthanized by CO_2_ asphyxiation according to IACUC guidelines. Comparison of survival curves was performed using log-rank (Mantel–Cox) tests (Figs. 1g, 3j and 6g).

##### Liver tumour burden at 24 h

In the indicated experiments, CD45^−^GFP^+^ or CD45^−^tdT^+^ liver tumour cell numbers in tumour-bearing mice were analysed by flow cytometry. The percentage of GFP^+^TIM4^+^ cells or the percentage of tdT^+^TIM4^+^ cells in KCs was analysed by immunofluorescence staining.

##### Liver tumour burden at 2 weeks

In the indicated experiments, the liver tumour burden at 2 weeks was assessed by in vivo bioluminescence imaging. Chemokine and cytokine production by KCs was analysed using RT–qPCR and immunofluorescence staining, and the percentage of GFP^+^TIM4^+^ cells or the percentage of tdT^+^TIM4^+^ cells in KCs was analysed by immunofluorescence staining. The numbers of immune cells were analysed using flow cytometry and immunofluorescence staining. The production of IFNγ and TNF by NK cells or CD8 T cells was analysed using flow cytometry.

#### Rescue of KPC liver metastasis in *Clec4f*^*cre*^*Id3*^*f/f*^ mice by BMDMs

*Clec4f*^*cre*^*Id3*^*f/f*^ mice (aged 6–12 weeks) received 1 × 10^6^ KPC-1-luci-GFP cells by intraportal injection, followed after 1 week (day 7 after tumour injection) by intraportal injection of either 1 × 10^6^ BMDMs expressing lenti-control or lenti-mId3 cells. The tumour burden was performed 14 days after tumour injection by bioluminescent images described above.

#### Rescue of LLC liver metastasis in wild-type mice by BMDMs

C57BL/6J mice (aged 6–8 weeks) received 1 × 10^6^ LLC1-luci cells by intraportal injection, followed after one week (day 7 after tumour injection) by intraportal injection of 1 × 10^6^ BMDMs expressing lenti-control, lenti-mId3 cells or not. The tumour burden was analysed 14 days after tumour injection by bioluminescence imaging as described above. Survival was analysed as described above. Comparison of survival curves was performed using log-rank (Mantel–Cox) tests.

##### B16F10 melanoma subcutaneous tumours and rescue by BMDMs

C57/BL6J mice (aged 6–12 weeks) received subcutaneous injection of 1 × 10^6^ B16F10-luci-GFP cells, into the left and right flank, followed by intratumour injection of 5 × 10^5^ BMDMs expressing lenti-control, lenti-mId3 cells at day 7 after tumour injection. Then, 7 days later, the tumour burden was assessed by in vivo bioluminescence imaging as described above. The numbers of immune cells and the production of IFNγ and TNF by NK cells or CD8^+^ T cells were analysed using flow cytometry.

#### Intravital imaging of liver KCs and KPC-1-mtdT tumour cells in vivo

C57BL/6J mice (aged 6–12 weeks) were injected with 1 × 10^6^ KPC-1-mtdT cells through intraportal injection as described above. Then, 2 weeks after tumour cell injection, the mice anaesthetized under isoflurane gas and anaesthesia was maintained through continuous inhalation of Isoflurane (0.5 l min^−1^) in oxygen through a nose cone. The mice were then injected retro-orbitally with 5 μl CellEvent caspase-3/7-green reagent (Invitrogen), a four-amino-acid peptide (DEVD) caspase-3/7 cleavage reporter conjugated to a nucleic-acid-binding dye that becomes fluorescent when bound to DNA (Cas-Green) to monitor tumour cell apoptosis and death^86^, and 10 μl of anti-TIM4-AF647 antibodies (BioLegend) in 50 μl PBS to label apoptotic/dead cells and KCs, respectively. Sterile eye lubricant was applied to both eyes to prevent corneal drying during the experiment. A 1.5 cm horizontal incision was cut off the skin and muscle above the liver, and the liver left lobe was extruded gently. The mouse was then inverted and positioned on a custom-made aluminium tray stage inserted through circular 2.5 cm diameter hole, covered with a glass coverslip that was attached with silicone grease. PBS-soaked sheets of paper were prepositioned on the cover slip to surround the area of the exposed liver, then the mouse was ready for intravital imaging. During the whole imaging period, PBS was gently added every 20 min on both sides of the mouse to keep the area moist. A thermostat-controlled heated chamber keeps the whole microscope, mice, tray and microscope objectives at 32 °C to prevent hypothermia during the experiment. Imaging was performed using the Zeiss LSM880 confocal laser scanning microscope. Acquisition of CellEvent caspase-3/7-green, tdT and AF647 fluorescence signals was performed in line in a single channel. The power used for each laser line was as follows; 1%, 488 nm; 1%, 568 nm; and 5%, 647 nm—the lowest required to obtain a sufficient signal for each fluorescent probe and chosen to minimize phototoxicity. Seven consecutive stacks with an interval of 2.5 µm were captured using a Zeiss Plan-Apochromat ×20/0.75 objective, with digital zoom set to 1, every 1 min per position for up to 8 h. Time-lapse videos and 3D surface reconstructions were generated using Imaris v.9.3.1 (Bitplane).

#### In vitro mouse coculture assays

##### Engulfment assay: ex vivo 3D co-culture and time-lapse imaging of KCs and KPC-1-mtdT tumour cells

F4/80^+^TIM4^+^ KCs were sorted from freshly isolated liver of C57BL/6J or *Id3*^*−/−*^ mice using digestion buffer and the antibody panel described in the ‘Flow cytometry, cell sorting and cell counting’ section. In total, 1 × 10^4^ KCs were mixed with 2 × 10^3^ KPC-1-mtdT cells (5:1 ratio), embedded in growth-factor-reduced Matrigel (356231, Corning) and cultured overnight in a 24-well µ-plate (Ibidi) with DMEM medium in the presence of 20 ng ml^−1^ M-CSF and, when indicated, with 1 µg D89E, 60 mm latrunculin A, 50 µg ml^−1^ anti-SIRPA (P84, BioXcell) or 20 μg ml^−1^ anti-dectin-1 (R1-8g7, InvivoGen). Before imaging, the co-cultures were stained with 2 μM CellEvent caspase-3/7-green reagent (Invitrogen) and anti-F4/80-AF647 antibodies (1:200, BioLegend) for 30 min. Imaging was performed using the Zeiss LSM880 confocal laser-scanning microscope equipped with an imaging chamber maintained at 37 °C, 5% CO_2_, 20% O_2_ and 90% relative humidity. Five consecutive stacks at an interval of 2.5 µm were captured using the Zeiss LD C-Apochromat ×40/1.1 water-immersion objective (*x* = 212.55 µm, *y* = 212.55 µm, *z* = 15 µm) every 5 min per position for 20 h. The data were analysed using Imaris v.9.3.1 (Bitplane). For each sample, the percentage of engulfing KCs was determined by averaging the percentage of F4/80^+^ cells engulfing live tumour cells (CellEvent, cleavage caspase-3/7^−^ tumour cells) from at least three simultaneously imaged fields of view. Time to engulfment values were determined as the time from stable interaction between macrophages and tumour cells to tumour cell engulfment. Time to Cas cleavage was determined as the time from stable interaction between macrophages and tumour cells to the detection of caspase-3/7 cleavage. The total *n* numbers of macrophages tracked per each sample are indicated.

##### Engulfment assay: ex vivo 3D co-culture and time-lapse imaging of BMDMs and KPC-1-mtdT tumour cells

For BMDM/KPC-1*-*mtdT tumour cell time-lapse imaging, 1 × 10^4^ BMDMs expressing lenti-control or lenti-mouse-*Id3* were mixed with 2 × 10^3^ KPC-1-mtdT cells (5:1 ratio), embedded in growth-factor-reduced Matrigel (356231, Corning) and cultured overnight in a 24-well µ-plate (Ibidi) with DMEM medium in the presence of 20 ng ml^−1^ M-CSF and, when indicated, with 50 µg ml^−1^ anti-SIRPA (P84, BioXcell). before imaging, the co-cultures were stained with 2 μM CellEvent caspase-3/7-green reagent (Invitrogen), anti-F4/80-AF647 antibodies (1:200, BioLegend) for 30 min. Imaging was performed using the Zeiss LSM880 confocal laser-scanning microscope and analysed as described in the ‘Engulfment assay: ex vivo 3D co-culture and time-lapse imaging of KCs and KPC-1-mtdT tumour cells’ section.

##### Production of chemokines and cytokines by KCs in a coculture assay with tumour cells

In total, 3 × 10^5^ KCs from *Id3*^*f/f*^ or *Clec4f*^*cre*^*Id3*^*f/f*^ mice were seeded in a 12-well plate with 1.5 × 10^5^ KPC tumour cells or not. Then, 48 h later, the supernatants from the coculture were collected for the following study. The production of chemokines and cytokines by KCs was analysed using RT–qPCR described as above.

#### Role of supernatants in lymphoid cell activation

##### Mouse NK cell/supernatant coculture assay

Mouse splenic NK cells from C57BL/6J mice were seeded in a 96-well round-bottom plate at 3 × 10^4^ cells per well in 100 μl NK culture medium (RPMI supplemented with 10% FBS, 100 U ml^−1^ penicillin, 100 μg ml^−1^ streptomycin and 20 ng ml^−1^ mIL-2) in the presence of 100 μl of the above-mentioned supernatant. Then, 3 days later, IFNγ production by NK cells was analysed using flow cytometry.

#### In vitro human coculture assays

##### Engulfment assay: ex vivo 3D co-culture and time-lapse imaging of hiPSC-Macs and PANC-1-mtdT tumour cells

For hiPSC-Mac/PANC-1**-**mtdT tumour cell time-lapse imaging, a total of 1 × 10^4^ hiPSC-Macs expressing lenti-control or lenti-human-*ID3* were mixed with 2 × 10^3^ PANC-1-mtdT cells (5:1 ratio), embedded in growth-factor-reduced Matrigel (356231, Corning) and cultured overnight in a 24-well µ-plate (Ibidi) with RPMI1640 medium in the presence of 100 ng ml^−1^ M-CSF. Before imaging, the co-cultures were stained with 2 μM CellEvent caspase-3/7-green reagent (Invitrogen), anti-CD14-AF647 antibodies (1:200, BioLegend) for 30 min. Imaging was performed using the Zeiss LSM880 confocal laser-scanning microscope and analysed as described in the ‘Engulfment assay: ex vivo 3D co-culture and time-lapse imaging of KCs and KPC-1-mtdT tumour cells’ section.

##### Production of chemokines, cytokines by human macrophage in coculture assay with tumour cells

In total, 10^5^ hiPSC-Macs expressing lenti-control or lenti-human-*Id3* were seeded in a 12-well plate, and treated or not with 5 x 10^4^ PANC-1 tumour cells. Then, 48 h later, the coculture supernatants were collected for the following study. The production of chemokines and cytokines by hiPSC-Macs was analysed using RT–qPCR described as above.

#### Role of supernatants in lymphoid cell activation

For the human NK cell/supernatant coculture assay, human NK cells were seeded in a 96-well round-bottom plate at 10^4^ cells per well in 100 μl NK culture medium (see above) in the presence of 100 μl of the above-mentioned supernatant. Then, 3 days later, IFNγ production were analysed by flow cytometry. For the human CD8 T cell/supernatant coculture assay, human CD8^+^ T cells, stained with CFSE, were seeded in a 96-well round-bottom plate at 10^4^ cells per well in 100 μl CD8 culture medium (see above) in the presence of 100 μl of the above-mentioned supernatant, then PBS washed anti-hCD3/hCD28 activation beads were added to the medium. Then, 3 days later, the samples were treated with a cocktail of PMA, ionomycin, brefeldin A and monensin for 6 h. CFSE proliferation, TNF and IFNγ production by CD8 T cells were analysed using flow cytometry.

#### Identification of candidate functional E2A and ELK1 motifs

The position weight matrix (PWM) of E2A/TCF3 and ELK1 motifs was downloaded from the JASPAR database with motif IDs MA0522.1 and MA0028.2, respectively^87^. To find motif matches, we first computed a motif score or PWM score for all of the putative regulatory elements of KCs at the *Sirpa* locus and filtered with a minimum PWM score cut-off that passed a false-positive rate of <0.2%. We then computed the DeepLIFT scores based on a deep learning model (see below) at every regulatory element and overlaid these scores with motif matches for E2A and ELK1 to predict functional motifs. Our final set of functional motifs all have a PWM score exceeding the score cut-off and at least three positions within top 20% based on DeepLIFT scores.

#### Training and interpretation of the deep learning model

The deep learning model was trained and interpreted as described previously^88^. In brief, we adapted a strategy of AgentBind^89^ and fine-tuned a pretrained DeepSEA model^90^ using all active enhancers in KCs on the basis of previously published ATAC–seq and H3K27ac ChIP–seq data under Gene Expression Omnibus (GEO) GSE128338 (ref. ^91^). The AgentBind model consists of (1) pretraining convolutional neural networks, which infer important sequence context features and learn combinations and orientations of these features that are predictive of binding, using ChIP–seq and DNase-I-sequencing profiles collected from ENCODE18 and the Epigenomics Roadmap Project20 across dozens of cell types; and (2) fine-tuning an individual model for each transcription factor to identify bound versus unbound sequences, described previously^38^. The DeepSEA model (deep learning–based sequence analyzer) is a fully sequence-based algorithmic framework for non-coding-variant effect prediction, described previously^39^. The software used for this methodology was as follows: Python (v.3), Keras (v.2.3.1), tensorflow (v.2.1.0), scikit-learn (v.0.21.3), deeplift (v.0.6.10.0) and biopython (v.1.76). Training data were prepared as follows. Positive data labelled as 1 were 300 bp sequences of ATAC–seq peaks associated with strong levels of H3K27ac. We first obtained the processed data file from GEO GSE128338, which includes the reproducible ATAC–seq peaks merged from KCs of both healthy and NASH-diet mice and their tag counts of H3K27ac ChIP–seq in the expanded 2,000 bp regions^91^. We removed sex chromosomes and filtered the peaks with a minimum cut-off of 32 tags of H3K27ac ChIP–seq. The positive sequences were balanced with the same number of 300 bp negative sequences, which were GC-content-matched random genomic regions selected from the mm10 genome and were labelled as 0. During the training, we left out sequences on chromosome 8 for cross-validation and those on chromosome 9 for testing. The final model had an area under the receiver operating characteristic curve (auROC) equal to 0.828 on the testing data. We next used DeepLIFT^92^ to generate importance scores with single-nucleotide resolution using uniform nucleotide backgrounds. For each input sequence, we generated two sets of scores, one for the original sequence and the other for its reverse complement. The final scores were the absolute maximum at each aligned position. We defined predicted functional nucleotides by the top 20% (that is, top 60) positions within each input 300 bp sequence.

#### Experimental analysis of candidates E2A and ELK1 binding motifs using CUT&RUN

CUT&RUN was performed using the Epicypher (14-1048) kit according to the manufacturer’s protocol with modifications. A total of 2 × 10^5^ TIM4^+^ KCs was sorted from the liver and resuspended in 1 ml nucleus isolation buffer (0.5 mM Tris, pH 8.0, 0.5 mM EDTA, 5 mM magnesium chloride, 0.1 M sucrose, 0.05% Triton X-100, 1× EDTA-free protease inhibitor (11836170001, Sigma-Aldrich)) and incubated on ice for 10 min. Nuclei were resuspended in 100 μl wash buffer, DNA was purified using the QIAamp DNA Micro Kit, using 5 µl of the sample as the input. The rest of the sample was mixed with 10 µl concanavalin A beads and rotated at room temperature for 30 min. The supernatant was removed by placing beads and nuclei mixture on a magnetic stand. Nuclei were resuspended in 50 µl antibody buffer mixed with 3 µl rabbit-anti-E2A (gift from the K. Murre laboratory, made by D. Wiest), or 4 µl rabbit-anti-Elk1 (Cell Signaling Technology, 9182 S) and incubated overnight at 4 °C. The next morning, nuclei were washed in wash buffer twice, resuspended in 50 µl cell permeabilization buffer containing 2.5 µl pAG-MNase and incubated for 10 min at room temperature. After two washes, 1 µl of chromatin digest additive was added, and the samples were incubated at 4 °C for 2 h with rotation. After addition of 33 µl of stop buffer, the samples were incubated for 10 min at 37 °C. The tubes were then placed onto a magnetic stand and the supernatant containing enriched DNA was transferred to 1.5 ml tubes. DNA was purified using the Chip DNA Clean&Concentrator kit (Zymo research). CUT&RUN-enriched DNA and input DNA were analysed by qPCR on the QuantStudio (TM) 6 Flex System (Applied Biosystems) with the Power SYBR Green PCR Master Mix (Thermo Fisher Scientific, A25742) and calculated as the percentage of input.

#### Bulk RNA-seq analysis

In total, 80,000 KCs per sample were FACS-sorted into 1.5 ml Eppendorf tubes with 800 µl TRIzol LS Reagent (Thermo Fisher Scientific, 15596018) or in 1.5 ml Eppendorf tubes precoated with 10% BSA. RNA samples were submitted to the Integrated Genomics Operation (IGO) at MSKCC for quality and quantity analysis, library preparation and sequencing. In brief, phase separation in cells lysed in TRIzol Reagent was induced with chloroform. RNA was precipitated with isopropanol and linear acrylamide and washed with 75% ethanol. The samples were resuspended in RNase-free water. After RiboGreen quantification and quality control using the Agilent BioAnalyzer, 2 ng total RNA with RNA integrity numbers ranging from 9.4 to 10 underwent amplification using the SMART-Seq v4 Ultra Low Input RNA Kit (Clonetech, 63488), with 12 cycles of amplification. Subsequently, 10 ng of amplified cDNA was used to prepare libraries with the KAPA Hyper Prep Kit (Kapa Biosystems KK8504) using 8 cycles of PCR. The samples were barcoded and run on the HiSeq 4000 system in a paired-end 100 bp run, using the HiSeq 3000/4000 SBS Kit (Illumina). For RNA-seq data processing and analysis, sequenced reads from the RNA-seq were aligned to the mouse reference genome GRCm39 or mm10 using STAR (v.2.7.10a)^93^. The aligned reads were quantified as gene counts using HTSeq^94^ with GENCODE release M30^95^. DESeq2^96^ was applied to the gene counts table to identify differentially expressed genes (DEGs). Adjusted *P* values were determined with DEseq2 using the Benjamini–Hochberg method for multiple comparisons with two-sided tests. DEGs were ranked on the basis of their log_2_-transformed fold change and associated *P* values (*P*_adj_ < 0.05). For gene set enrichment analysis, pathways enriched in the ranked DEGs were identified against the mouse Molecular Signatures Database (MSigDB)^97^ pathway collection (*P*_adj_ < 0.25) using the fgsea package in R, and the most biologically informative lists are shown.

#### scRNA-seq analysis

The CRC dataset (GSE146409)^98^ contained three patients with colorectal liver metastasis and a non-tumour individual. The PDAC dataset (GSE205013)^99^ contained three patients with PDAC liver metastasis. The non-tumour dataset (GSE115469)^51^ control contained five non-tumour individuals. scRNA-seq analysis was conducted using the Seurat package (v.4.3.0) in R studio (4.2.0). For each dataset, quality control was performed by retaining cells with nFeature_RNA > 200 but <10,000, and mitochondrial content <10%. The PDAC and the non-tumour datasets were integrated using the SCTransform workflow. First, the two Seurat objects were merged, normalized and scaled with 2,000 features. Subsequently, the SCTransform() function was applied to the merged object with the dataset source regressed out. Linear dimensionality reduction was applied to the SCT assay and the first 50 principal components. Harmony (v.0.1.1) was used to correct the dataset and samples. The clustering analysis was based on the harmonized Seurat object. The first 40 principal components were used in the RunTSNE() and FindNeighbors() functions, whereas the resolution parameter was set to 1.8 in the FindCluster() function. For the other parameters unspecified above, the default values were used in the Seurat workflow. The CRC dataset was preintegrated by the authors, so we performed the analysis using the standard Seurat pipeline. Clusters were visualized in a two-dimensional *t*-distributed stochastic neighbour embedding (*t*-SNE) and were annotated using differential expressed marker genes based on the human protein atlas (https://www.proteinatlas.org/). The expression patterns of characteristic genes were presented in the *t*-SNE plot. Expression data of characteristic genes in KC and TAM clusters were extracted and presented in violin plots using the ggplot2 package (v.3.4.1). Average expression levels in each cluster were labelled on the violin plots. Adjusted *P* values were obtained with the Seurat FindMarkers() function using Wilcoxon tests and Bonferroni correction based on the total number of genes in the dataset.

#### Statistics and reproducibility

Analysis of bulk RNA-seq and scRNA-seq data is included in the corresponding sections. For other experiments, error bars in graphical data represent mean ± s.d. Statistical significance was determined using two-tailed Student’s *t*-tests and ANOVA for normally distributed data, or Mann–Whitney *U*-tests and Kruskal–Wallis tests when data were not normally distributed based on Shapiro–Wilk test or Anderson–Darling test (*P* < 0.05) (Supplementary Tables 1 and 2). Comparison of survival curves was performed using log-rank (Mantel–Cox) tests. *P* < 0.05 was considered to be statistically significant. Statistical analyses were performed using GraphPad Prism. The *n* values represent biological replicates unless otherwise specified in the legend. Experiments were repeated to ensure the reproducibility of the observations. No statistical methods were used to predetermine sample size. Results were obtained from at least three (Figs. 1a–e, 2a,f,g, 3h,e, 4g, 5e and 6a,h and Extended Data Figs. 1c, 2a–g, 4a,b, 5b,d,e, 6c–h, 7b–d,f, 8b and 10a,c) and two (Figs. 1h–j, 2b,d,e,h, 3a,c,d,j, 4f,h,i,l,k, 5c,g and 6g and Extended Data Figs. 1b,d,m, 2h, 3e, 5a,f, 7a,g, 8g and 10d) independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06950-4.

### Supplementary information

Supplementary Information Supplementary Figs. 1–3 and Supplementary Tables 1 and 2.

Reporting Summary

Peer Review File

Supplementary Data 1 Tumour and metastasis incidence in orthotopic transfer models.

Supplementary Data 2 RNA-seq analysis of TIM4^+^CD206^+^ and TIM4^+^CD206^high^ KCs in mice with and without liver tumours.

Supplementary Data 3 RNA-seq analysis of *Clec4f*^*cre*^*Id3*^*f/f*^ and *Id3*^*f/f*^ KCs.

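Each sheet of these RNA-seq tables gives for every gene its position, transcript length, a TPM value per sample, the log2 fold change between the conditions and its adjusted p. The values are counts scaled to transcript length and library size. Their headers name the HOMER program, which counted reads on the exons of mm10 genes. The header for the *Id3* comparison lists one more *Id3*-deficient sample than the sheet holds, which is not used here.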

Supplementary Data 4 Mouse strains.

Supplementary Data 5 Antibodies, reagents, plasmids and primers.

Supplementary Video 1 Engulfment of tumour cells by Kupffer cells in vivo. Intravital imaging of in vivo uptake of KPC-1-mtdT cells by KCs in liver from C57BL/6J mice 2 weeks after intraportal injection of 1 × 10^6^ KPC-1-mtdT cells in the presence of i.v. injection of anti-TIM4-AF647 antibodies and CellEvent caspase-3/7-green reagent. This video shows examples of three KCs engulfing caspase-green^−^ tumour cells in vivo. The blue arrow (left) follows a KC from 0 h:0 min to 2 h:13 min:16 s. The blue arrow (right) follows a KC from 1 h:8 min:40 s to 2 h:3 min:1 s. Cell debris are extruded from KC from 1 h:45 min:7 s to 1 h:49 min:14 s. The orange arrow follows a third KC from 3 h:18 min:46 s to 3 h:54 min:15 s.

Supplementary Video 2 Engulfment of tumour cells by Kupffer cells in vitro. Time-lapse images of in vitro uptake of KPC-1–mtdT cells by Kupffer cells in Matrigel-DMEM medium, in the presence of anti-F4/80-AF647 and caspase-3/7 green reporter (Methods); scale bars and time scales are embedded in the video file. A KC interacts with a tumour cell at 2 h:34 min:38 s. Engulfment starts at 6 h:4 min:8 s and appears complete at 6 h:19 min:6 s. Cell debris is extruded from KC at 6 h:39 min:3 s and 7 h:4 min:0 s. Caspase 3/7-green signalling was activated in tumour cell debris at 7 h:33 min:56 s.

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Fig. 6

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Data Availability

Materials and additional details will be provided on request, under material transfer agreements with MSKCC. Bulk RNA-seq raw data have been deposited at the GEO (GSE234638), and analysed RDS files and the original datasets are available at *Zenod**o* (10.5281/zenodo.10121153). Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

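RNA-seq of sorted mouse KCs was analysed in 17 samples. They were TIM4+CD206+ KCs of 3 tumour-free and 3 tumour-bearing livers, TIM4+CD206 high KCs of 3 tumour-free and 3 tumour-bearing livers, and KCs of 3 *Id3* f/f and 2 *Clec4f* cre*Id3* f/f mice without tumour. Samples were grouped by the condition that their labels give, and each was matched to a column of the supplementary tables. The lowest correlation with the column of the same sample was 0.96, and the highest with any other column was 0.71.

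The authors prepared libraries with SMART-Seq amplification, aligned reads to the mouse genome, counted them on genes and used DESeq2 for the comparisons. The headers of the supplementary tables name mm10, which is GRCm38, and coordinates here are those of GRCm38. Of 5894 genes compared, 99.3% lay within their GRCm38 position. The files are named as counts and their columns as TPM, while the values are on a log2 scale with the features of the regularized log transformation of the authors' tool, made separately for each of the 3 tables. In the supplementary tables, TPM times transcript length comes in multiples of a step per sample, which gives the fragments per gene. The step was recovered with an error of at most 0.156% on simulated tables of 1999 genes. The depth per sample was estimated from this step and the sum of the deposited values on the linear scale. Each table lists 25124 genes, of which 8447 were without reads in the *Id3* table, 7370 in the TIM4+CD206+ table and 5764 in the TIM4+CD206 high table. Because of the transformation, differences of genes with few reads are understated. Across genes, the log2 fold changes here correlated with the paper's with r = 0.67 in the *Id3* comparison, 0.84 in TIM4+CD206+ KCs and 0.94 in TIM4+CD206 high KCs, with slopes of 0.21, 0.29 and 0.49, over the 1913, 955 and 1071 genes that a copy of the supplement with 1999 genes per sheet allowed to be compared. The regularized values were the reason to test with limma. The test planned at first was one for counts.

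Genes were tested when their value was at least that of 10 counts in 3 samples, or in 2 samples for the *Id3* comparison. Groups were compared with limma 3.58.1 in R 4.3.3, with a mean-variance trend and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were counted. In simulated tables of each comparison, 200 genes were changed by 2 or 3 on the log2 scale, in either direction. Of these, 86% were recovered in TIM4+CD206+ KCs, 84% in TIM4+CD206 high KCs and 99.5% in the *Id3* comparison, with 6.5%, 4% and 2.9% false among the calls. Genes called in the real data had a median absolute log2 fold change of 1.56, 1.65 and 0.47. Recovery of changes smaller than those simulated was not tested. Lists of genes were tested with camera and a preset correlation of 0.01, and 30 lists were tested per comparison. Of these, 18 were written by hand, 11 came from Reactome and 1 held chemokine ligands by symbol. In simulated data of each comparison, a set of 40 genes raised by 1 and an unchanged set of 40 were tested. Each was run through camera with the preset and an estimated correlation, fry and fgsea. The raised set had an unadjusted p under 0.05 in 12 of 12 of these runs, and the unchanged set in 0 of 12. Genes were simulated as independent, so these runs do not bear on the choice of the preset correlation. The sets of MSigDB that the paper used are not used here. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and fgsea 1.28.0 was run with seed 1.

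The genes named are the 28 that the paper names for KCs and, for each comparison, the 5 with the largest change in each direction among those with an adjusted p under 0.05 whose groups did not overlap. Other genes were named after their values were seen, as the most abundant members of a list, as members of a region or as sex-linked genes. For the lists, the direction and the adjusted p are given, and settings were tried for those past 0.05 and for 5 lists on activation and receptors.

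The alternatives were no filter, a stricter filter of a mean of 50 counts, the replicate number as a block, each sample left out in turn, and for lists an estimated correlation, fry and fgsea. Others were chosen after seeing the data: no mean-variance trend, quantile normalization, median centring, removal of trends with GC content and transcript length by splines with 5 degrees of freedom, the block with this removal, lists without the MHC region, lists with the block or with samples left out, and the correlation without strongly changed genes. The main fits hold no block. Samples with the same replicate number were alike in TIM4+CD206+ KCs only, by the correlation across genes of deviations from the group mean. In TIM4+CD206 high KCs these correlations were −0.05, −0.13 and −0.05, and in the *Id3* comparison −0.07 and −0.10, so that the number does not pair the samples there and the values given with the block show a change of settings only. GC content and length were known for 97.5% of genes, and 24693 of the 25124 genes matched a RefSeq symbol. To compare with Extended Data Fig. 8a, differences between the genotypes were moved to its log2 TPM scale by subtracting a shift of −0.22, which raises them. This shift is the difference between the genotypes in the median offset, over abundant genes, of the deposited values from log2 TPM times length, and it was found after the values were compared.

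No test was made of values across the 3 tables, since each was normalized alone. The responses of the 2 KC subsets were correlated and overlapped, and endothelial markers were set against the KC markers of the same table. Samples of the same number in the 2 KC subsets were treated as separate. One more *Id3*-deficient sample named in a supplement header was not analysed here.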

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

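The tests of sex, of the MHC region and of the region around *Clec4f* were chosen only after the results were seen.

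*Xist* was higher in *Clec4f* cre*Id3* f/f than in *Id3* f/f KCs by a log2 fold change of 3.44, and *Ddx3y* was lower by −2.44, in genes that the paper does not discuss. *Xist* lay between 6.33 and 6.38 in *Id3* f/f and between 9.76 and 9.84 in *Clec4f* cre*Id3* f/f samples, and *Ddx3y* between 9.43 and 9.46 and between 7.00 and 7.01. All 5 sex-linked genes of a list written before the test (*Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) separated the groups, *Xist* in one direction and the Y-linked genes in the other. This is consistent with the 2 groups holding mice of different sex, male for *Id3* f/f and female for *Clec4f* cre*Id3* f/f. The paper's text does not give the sex of these mice. Of the genes with an adjusted p under 0.05, 97.8% of those with a known position lie on autosomes, against 96.9% of the tested genes, so that the sex chromosomes account for few of them (14 on X and 4 on Y). An effect of sex on autosomal genes cannot be told apart from that of *Id3*, because every *Clec4f* cre*Id3* f/f sample differs from every *Id3* f/f sample in both.

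*Cd207* was higher in *Clec4f* cre*Id3* f/f KCs by 1.68, and ranked 7 among the 12833 tested genes by the size of its change. It lies 15091 bases from *Clec4f*, the gene of the *cre* allele, which fell by 1.52. A local effect of the *cre* allele is a candidate explanation, next to an effect of *Id3*. Of 16 tested genes that start within 500000 bases, *Clec4f* included, 3 had an adjusted p under 0.05 (*Clec4f*, *Cd207* and *Dguok*, with −0.39), while the other 23 KC markers had a median change of 0.11 with 4 lower and 4 higher. The *cre* allele and deletion of *Id3* cannot be told apart, because every *Clec4f* cre*Id3* f/f mouse carries both.

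*H2-DMb2* was lower in *Clec4f* cre*Id3* f/f KCs by −1.62. It was at 10.92, 10.81 and 9.61 in the *Id3* f/f samples and at 8.89 and 8.75 in the *Clec4f* cre*Id3* f/f samples, so that *Id3* f/f replicate 3 lay between the groups. Of the 100 tested genes with the widest range over the 3 *Id3* f/f samples, 11 lie in the MHC region (chromosome 17, 33996012 to 36190151), where 0.86 were expected from its 110 tested genes. In all 11, replicate 3 was the odd sample, and 0 of the 100 genes with the widest difference between replicates 1 and 2 lie there. The region holds 16 genes with an adjusted p under 0.05, all lower. Different MHC haplotypes among the mice may account for these changes, since samples of the same genotype differed over the same region. This rests on 1 sample. The bounds from *H2-K1* to *H2-T3* were set after the values were seen. With bounds from the first to the last symbol that begins with H2- (1642938 to 37483554), which the position listed for *H2-Q8* places far from the cluster, 15 of the 100 genes lay in the region against 3.31 expected, a 4.53-fold excess. That is short of the 5-fold excess asked for, against 12.83-fold for the narrow bounds. An effect of *Id3* on these genes stays open. A call for *H2-DMb2* was not made without *Id3* f/f replicate 1 (adjusted p = 0.0848).

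*Lrp1* rose in tumour-bearing livers by 0.59 in TIM4+CD206 high KCs and changed by −0.20 in TIM4+CD206+ KCs, with every tumour-bearing sample above the tumour-free samples in one subset and below them in the other. The difference was not tested, because the subsets were normalized separately. The adjusted p was 0.104 and 0.546, and 0.0356 in TIM4+CD206 high KCs with quantile normalization, in a range of 0.0356 to 0.64. Of 13110 genes tested in both subsets, 114 moved in opposite directions without overlap and 1211 in the same direction. The 65.6 opposite genes expected by chance assume that 10% of genes are without overlap in each subset. In fact 23.4% and 30.7% of the tested genes were, so that 114 does not show an excess of opposite genes. *Lrp1* was the 1 of 42 named genes to move in opposite directions without overlap. No technical explanation for it was tested, and neither was a biological one. Groups of 3 samples were not searched for outlying samples.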

How the results depend on the processing

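The settings chosen only after the results were seen are those without a mean-variance trend, with quantile normalization, with median centring, with GC and length trends removed, the block with this removal, and for lists the block, single samples left out and MHC genes left out. The others were set before the data were examined.

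The analyses with DESeq2, another count normalization, library totals, thinned counts, a fit of all 12 tumour samples and a test of the difference between KC subsets, in response or in tumour-free livers, were not run, because the values are not counts and the tables were normalized separately. Leaving out a *Clec4f* cre*Id3* f/f sample leaves 1, and gave no call.

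The count of genes in TIM4+CD206+ KCs (469) was 1026 with the replicate block and 949 with the block and GC and length trends removed. It ranged from 228 to 1018 over the fits that left out one sample, and 1018, without tumour-free replicate 2, holds 435 of the 469 genes. The share of higher genes, 71.9%, was 60.1% and 54.8% with the block, without and with trend removal, and 41.7% without tumour-free replicate 2. It was 84.7% to 88.2% in the other fits that left out one sample. The other fits gave 344 genes without a filter, 358 with the stricter one, 432 without a mean-variance trend, 472 with quantile normalization, 409 with centring and 445 with trends removed. In TIM4+CD206 high KCs, the count (1053) was 600 with the stricter filter and ranged from 579, without tumour-bearing replicate 2, to 3653, without tumour-free replicate 2. The block gave 909 and the other settings 941 to 1205. The median change of all genes moved from 0.03 to −0.13 with median centring or trend removal in TIM4+CD206 high KCs, and the share of higher genes from 72% to 64.5% and 56.5%. In the *Id3* comparison, the count (827) was 477 without a filter, which tests more genes, 2089 with the block and 2110 with the block and trends removed. It was 207 without *Id3* f/f replicate 1 and 1850 without replicate 3. The blocked fit has 1 residual degree of freedom. The cause of these changes was not tested, and fits without a sample also have fewer samples.

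For the lists, the estimated correlation left 1 in TIM4+CD206+ KCs, 0 in TIM4+CD206 high KCs and 0 in the *Id3* comparison of 17, 15 and 13, and fry gave 7 in TIM4+CD206+ KCs. It kept 6 of the 17 there, 11 of the 15 in TIM4+CD206 high KCs and 11 of the 13 in the *Id3* comparison. In the *Id3* comparison, the set of genes that rose in TIM4+CD206+ KCs (0.00185) had an adjusted p of 0.36 with an estimated correlation, 0.184 with trends removed and 0.0984 with the block and trends removed. The genes that fell had 0.00747 under the last. The cause was not tested. The correlation between subsets (0.66) was 0.43 by ranks, 0.84 over genes called in either subset, 0.54 without marker lists and strongly changed genes, and from 0.53 to 0.73 with single samples left out (0.54 without TIM4+CD206+ tumour-bearing replicate 2 and 0.59 without TIM4+CD206 high tumour-free replicate 2).

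Some genes without an adjusted p under 0.05 changed direction. In TIM4+CD206+ KCs, GC and length trend removal, with the block or without, turned *Il12a* to −0.107, *Elk1* to 0.008 and *Tcf4* to −0.138, and median centring turned *Tcf4* to −0.0155. With single samples left out, the log2 fold change ranged from −0.706 to 0.771 for *Tcf3*, −0.32 to 0.0448 for *Elk1*, −0.0035 to 0.26 for *Myc* and −0.0874 to 0.23 for *Tcf4*. In TIM4+CD206 high KCs, *Clec7a* was −0.125 with median centring and ranged from −0.15 to 0.33, *Il18* from −0.0516 to 0.60 and *Hes1* from −0.33 to 0.0834. *Tcf12* was −0.0538 with quantile normalization, −0.116 with centring and −0.0503 with trends removed, block or not, and ranged from −0.0187 to 0.10. In the *Id3* comparison, *Siglecg* was −0.015 with trends removed and −0.0171 with the block as well, *Ccl5* 0.044 and 0.0086, and *Krt19* 0.0123 with trends removed and from −0.0866 to 0.0108. With the block, *Elk1* was 0.0325, *Hes1* 0.0048 and *Tcf4* 0.119, and with the block and trends removed *Hes1* was 0.133 and *Tcf4* 0.0914. With single samples left out, *Elk1* ranged from −0.0653 to 0.0325, *Hes1* from −0.28 to 0.0048, *Tcf4* from −0.18 to 0.119, *Timd4* from −0.029 to 0.0403 and *Mrc1* from −0.0086 to 0.23. *Timd4* was −0.0223 with centring. The cause was not tested.

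Lists whose direction changed had adjusted p as follows. In TIM4+CD206+ KCs, macrophage activation had 0.806 with fry and 0.324 with fgsea, inhibitory receptors 0.835 with fry. With single samples left out, inflammatory response ranged from 0.165 to 0.768 and activating receptors from 0.317 to 0.983. In TIM4+CD206 high KCs, inflammatory response had 0.682 with trends removed and 0.896 with the block as well, and ranged from 0.257 to 0.948. Activating receptors had 0.529 with quantile normalization and ranged from 0.214 to 0.732, and inhibitory receptors had 0.698 with fgsea. In the *Id3* comparison, inhibitory receptors had 0.299 with fgsea, 0.874 with the block, 0.841 with the block and trends removed, 0.523 with quantile normalization and 0.959 with centring. The cause was not tested.

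Over all settings, 1373 of the values for single genes kept direction and side of the threshold, 34 passed it, 56 no longer did and 43 changed direction. For lists, 673 kept both, 6 passed the threshold, 102 no longer did and 16 changed direction. The depth limits genes with few reads, whose differences the transformation draws towards 0.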

Differences from the paper's values

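No test was chosen after these results were seen, apart from the settings named as such.

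The paper's log2 difference of *Tcf3* between *Clec4f* cre*Id3* f/f and *Id3* f/f KCs, from the values of Extended Data Fig. 8a, is 1.07 (pooled SD of its values 0.26), and the value here is 0.79 on the log2 TPM scale and 0.57 on the deposited scale. Of the alternatives set before the data were examined, only leaving out *Id3* f/f replicate 2 came within the paper's SD, with 0.90 on the log2 TPM scale and 0.68 on the deposited scale. Without a filter and with the stricter one the value was 0.79, with the block 0.76, and without the other samples from 0.71 to 0.81. The move to the log2 TPM scale was chosen after seeing the values. On the deposited scale *Myc* and *Tcf12* would differ too, with −0.08 against the paper's 0.13 and 0.07 against 0.44, and on the log2 TPM scale they were 0.14 and 0.29.

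The paper's log2 fold change of *Mucl3* in TIM4+CD206 high KCs is 13.25, and the value here is 5.67. None of the alternatives set before the data were examined closed the gap, with values from 5.25 to 5.97. The deposited values are regularized, so that the 2 are not on one scale.

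The paper's Supplementary Data 3 lists 13045 genes, and the deposited table lists 25124. No alternative applies to this count.

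Of the 10 genes that the paper shows in Fig. 4b with an adjusted p under 0.05 in its supplement, 7 had one here. *Sirpa* had 0.0572, and passed with the stricter filter (0.0434), the replicate block (0.0187), without *Id3* f/f replicate 3 (0.0181), and with quantile normalization (0.0218), which was chosen after seeing the values. The block and the fit without replicate 3 compare the same samples, so they are not separate passes. *Il15* had 0.0636, and passed without a mean-variance trend (0.0446) and with median centring (0.0481), both chosen after seeing the values. *Ccl3* had 0.0783, and no setting brought it below 0.0509, the value with the block.

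The paper states that CCL5, IL-12 and IL-15 rose in KCs of tumour-bearing livers. Beside RNA-seq it cites RT–qPCR of KCs, and immunofluorescence in which these proteins were strongest in KCs at the tumour margin. The values here are RNA of all sorted KCs of a subset, and do not measure protein or place in the liver. The values here for *Ccl5* were −0.69 in TIM4+CD206+ and −0.84 in TIM4+CD206 high KCs, for *Il12b* −0.29 and −1.52, and for *Il15* −0.43 and −0.65. *Il12a* was 0.08 and −0.32. *Ccl4* was 0.54 and −0.24. Of these, *Ccl5* in TIM4+CD206 high KCs had an adjusted p under 0.05 (0.0417), and no setting changed the sign of *Ccl5*, *Il12b* or *Il15* in either subset. The paper states macrophage activation and an inflammatory response in these KCs. The hand-written list for the first had a mean of −0.04 and that for the second of 0.19 in TIM4+CD206+ KCs (camera, adjusted p = 0.299 and 0.582). With fgsea the adjusted p was 0.324 and 0.208, both towards higher values. In TIM4+CD206 high KCs it was 0.213 and 0.215 with fgsea, both towards lower values. The paper ran fgsea on other sets, from MSigDB, with a looser threshold that only 0.324 would miss.

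The paper states that dectins rose in tumour-bearing livers. *Clec4d* rose in TIM4+CD206+ KCs (1.58, adjusted p = 0.00788). *Clec7a* (adjusted p = 0.142) passed with the replicate block in TIM4+CD206+ KCs (0.0484), and *Clec4n* (adjusted p = 0.218) passed in no setting there, while in TIM4+CD206 high KCs it passed without tumour-free replicate 3 (0.044). *Ccl3*, *Ccl4* and *Il18*, which the paper names too, passed in no setting of either subset. The paper also names CCL7, which had 0.0961 and passed with the block (0.0238) in TIM4+CD206+ KCs.

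The paper states that *Id3* deficiency shifted the receptor balance towards inhibitory receptors. The hand-written inhibitory list was at 0.00 (camera, adjusted p = 0.951) and the activating list at −0.10 (adjusted p = 0.0216, and 0.104 with GC and length trends removed). Lower activating receptors beside unchanged inhibitory ones go in the direction that the paper states, without a rise of the inhibitory list. The difference between the lists was not tested. The paper describes *Elk1* as highly expressed in KCs. Here 43.7% of the tested genes had a lower value than *Elk1*, on a scale that is not divided by transcript length.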

Other observations

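The splits of the samples within each KC subset were set before the data were examined. So were the tests of lists and of the tumour response genes with camera or fry on all samples as deposited. The correlation of the responses over all genes was set before as well. All other tests here were chosen only after the results were seen.

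Of the 10 splits of the 6 TIM4+CD206+ samples into groups of 3, 1, the real one, gave as many genes with an adjusted p under 0.05 (469). The other splits gave 0, with up to 1462 genes at an unadjusted p under 0.05. Of the 4 splits that part all 3 pairs, the others gave 0 too. Of the 10 splits of the 6 TIM4+CD206 high samples, 1 gave as many as the real one (1053), the others 0, with up to 1050 at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so chance and tumour cannot be told apart by this count alone. The libraries of the groups overlapped in depth.

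Epithelial markers rose in tumour-bearing KCs. In 6 of 6 tumour-bearing samples, the mean of the epithelial list lay above every tumour-free sample of the same subset. RNA of KPC tumour cells in the sorted KCs is a candidate explanation, by uptake of tumour cells or by tumour cells and their RNA among sorted cells, which these values do not separate. The most abundant members in TIM4+CD206+ KCs were *Krt8* (13.68 in tumour-bearing samples), *Krt19* (13.42), *Krt18* (12.72), *Krt7* (10.69) and *Muc1* (10.67), against a tumour-free level of 9.83, 8.18, 9.56, 5.98 and 7.03. Of the 20 listed genes 18 were tested in TIM4+CD206+ KCs and 19 in TIM4+CD206 high KCs, 0 are in another list, and the paper names 2 of them from these samples.

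The markers of other cell types did not move together. Over both subsets, 8 of 16 list means fell in all 3 tumour-bearing samples and 6 rose. A lower share of KC RNA with the other cell types in unchanged proportions would raise all of them, and the fall of 8 argues against that case only. A lower share through RNA of only some cell types need not raise the other lists, so this count cannot exclude it. The lists that rose were those of epithelial cells, neutrophils and monocytes, and among them *Spp1* rose by 3.95 and *S100a8* by 2.48 in TIM4+CD206+ KCs, and *Spp1* by 3.96 and *S100a8* by 1.99 in TIM4+CD206 high KCs. Of the 17 monocyte genes 6 and of the 16 neutrophil genes 3 are in another list. Whether these transcripts come from other cells or from KCs was not tested. Proliferation genes rose by 0.39 in TIM4+CD206+ KCs (adjusted p = 0.0142, and 0.62 without tumour-free replicate 1) and by 0.47 in TIM4+CD206 high KCs (adjusted p = 0.0058, and 0.257 without tumour-free replicate 1).

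Endothelial markers were near the KC markers in tumour-free TIM4+CD206 high KCs and far below them in TIM4+CD206+ KCs. The median of 29 endothelial genes lay at −0.99 relative to the median KC marker in TIM4+CD206 high KCs and at −6.45 in TIM4+CD206+ KCs, and 27 of the 29 lay closer by over 2. The most abundant were *Clec4g* (15.98 against 11.11), *Ehd3* (15.93 against 10.85), *Aqp1* (15.72 against 10.98), *Stab2* (15.24 against 13.25) and *Gpr182* (15.21 against 10.38), with KC medians of 14.6 and 14.59. RNA of sinusoidal endothelial cells in the TIM4+CD206 high samples may explain this, and expression of these genes by TIM4+CD206 high KCs stays open as untested. Of the 30 genes listed, 1 is in another list.

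The correlation of the responses of both subsets fell from 0.66 to 0.54 without the epithelial, endothelial and hepatocyte lists and the 123 genes changed by over 2 in both subsets. Tumour-cell RNA common to both subsets may contribute to it, and a correlation remained without these genes. Variation shared by same-numbered samples could also raise r. With responses taken from 1 sample per condition in one subset and 2 samples of other numbers in the other, the median r was 0.49 over 18 choices, against 0.58 over 72 choices of the same size with a number in common in each condition. All 18 lay above 0, from 0.04 to 0.68, and the 2 at 0.04 used tumour-free replicate 2 of the TIM4+CD206+ KCs as the single tumour-free sample. This argues against shared variation as the whole cause, and a contribution of it stays open. With same-numbered samples regrouped alike in both subsets, 3 of 10 splits gave an r as high as the real one, which decides nothing, since other splits keep part of the tumour response.

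In the *Id3* comparison the log2 fold changes rose with transcript length (Spearman's rho 0.34, and 0.09 with GC content). Once trends with length and GC content were removed, 67% of the genes with an adjusted p under 0.05 kept it and their direction, and 922 genes had one. A length trend therefore does not account for most of these genes, and the rest may depend on it. Of the 13 lists with an adjusted p under 0.05, 8 kept it. The others were leukocyte migration (0.0233, then 0.597), cytotoxicity (0.0312, then 0.689), activating receptors (0.0216, then 0.104), monocyte markers (0.0226, then 0.356) and the Reactome list of chemokine receptors (0.00291, then 0.274).

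Genes that rose in TIM4+CD206+ KCs of tumour-bearing livers were lower in *Clec4f* cre*Id3* f/f KCs without tumour (113 of 171 lower, adjusted p = 0.00185). Dependence of these genes on *Id3* is a candidate explanation, and sex, MHC and length differences between the groups stay open. The set had a mean of 6.58 in *Id3* f/f KCs, against a median of 8.52 over the tested genes, and a median change of −0.03. Epithelial genes among those that rose may stem from RNA of tumour cells. Where KCs without tumour hardly express a gene, this test cannot show whether it depends on *Id3*. With GC and length trends removed the adjusted p was 0.184, with an estimated correlation 0.36 and with fry 0.0477. Genes that fell had an adjusted p of 0.244 as a set, with 79 higher and 50 lower. This was 0.06 with the block and 0.0767 with trends removed, and under 0.05 with both, towards higher values. Of the 337 genes that rose, 171 were tested.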
